# Post-transcriptional repression of circadian component CLOCK regulates cancer-stemness in murine breast cancer cells

**DOI:** 10.7554/eLife.66155

**Published:** 2021-04-23

**Authors:** Takashi Ogino, Naoya Matsunaga, Takahiro Tanaka, Tomohito Tanihara, Hideki Terajima, Hikari Yoshitane, Yoshitaka Fukada, Akito Tsuruta, Satoru Koyanagi, Shigehiro Ohdo

**Keywords:** breast cancer, cancer stem cells, treatment, microRNA, Mouse

## Abstract

Disruption of the circadian clock machinery in cancer cells is implicated in tumor malignancy. Studies on cancer therapy reveal the presence of heterogeneous cells, including breast cancer stem-like cells (BCSCs), in breast tumors. BCSCs are often characterized by high aldehyde dehydrogenase (ALDH) activity, associated with the malignancy of cancers. In this study, we demonstrated the negative regulation of ALDH activity by the major circadian component CLOCK in murine breast cancer 4T1 cells. The expression of CLOCK was repressed in high-ALDH-activity 4T1, and enhancement of CLOCK expression abrogated their stemness properties, such as tumorigenicity and invasive potential. Furthermore, reduced expression of CLOCK in high-ALDH-activity 4T1 was post-transcriptionally regulated by microRNA: miR-182. Knockout of miR-182 restored the expression of CLOCK, resulted in preventing tumor growth. Our findings suggest that increased expression of CLOCK in BCSCs by targeting post-transcriptional regulation overcame stemness-related malignancy and may be a novel strategy for breast cancer treatments.

## Introduction

Breast cancer is the most common cancer in women globally. There are many diagnostic and therapeutic strategies developed for the treatment of breast cancer; however, recurrence and metastasis remain causes of poor prognosis in breast cancer patients. These problems are thought to be associated with tumor heterogeneity, as tumors are composed of heterogeneous cells with structural and biochemical differences (Anderson et al., 2011; Burrell et al., 2013; Ding et al., 2012). Some specific tumor cell populations present as cancer stem-like cells (CSCs) have a high malignant potential and resistance to chemotherapy, due to their high differentiation and self-renewal capacities (Bonnet and Dick, 1997; Meacham and Morrison, 2013; Patrawala et al., 2006; Visvader and Lindeman, 2008). Therefore, targeting CSCs may improve breast cancer prognosis, but remains challenging due to the malignant properties of CSCs.

Breast cancer stem-like cells (BCSCs) were first reported in solid tumors and specific BCSC markers such as cell surface antigens CD44/CD24 have been identified to isolate stem-like cell populations (Al-Hajj et al., 2003). Aggressive breast tumors like triple-negative breast cancers (TNBCs) are composed of large populations of cells with high aldehyde dehydrogenase (ALDH) activity (Charafe-Jauffret et al., 2009; Ginestier et al., 2007). Evidence suggests that breast cancer cells exhibiting high ALDH activity are associated with poor prognosis and late-stage tumors (Charafe-Jauffret et al., 2010; Marcato et al., 2011); ALDH is now also considered as a CSC marker for other types of cancers (Jiang et al., 2009; Li et al., 2010; Pearce et al., 2005).

Our recent study demonstrated that the number of cells with high ALDH activity exhibits circadian oscillation in 4T1 breast cancer tumors implanted in mice (Matsunaga et al., 2018). A time-dependent variation in the number of cells with high ALDH activity cells affected the anti-tumor effects of chemotherapeutic drugs. Molecular circadian oscillators consisting clock genes induce time-dependent changes in the chemosensitivity of cancer cells by controlling the expression of cell cycle regulators and apoptotic factors (Horiguchi et al., 2013). However, we also found that oscillation in the expression of clock genes was suppressed in ALDH-positive CSCs but not in the surrounding cells in the tumor microenvironment (Matsunaga et al., 2018). WNT10a rhythmically secreted from the microenvironment stimulates ALDH-positive CSCs in a time-dependent manner, and this activation of the WNT/β-catenin signaling in CSCs results in a rhythmic expression of ALDH.

Studies have reported the association of clock gene dysfunction with cancer malignancy (Katamune et al., 2019; Katamune et al., 2016; Masri et al., 2015). Notably, oncogenic transformation of *Period2* circadian gene-defective cells results in the development of chemoresistance (Katamune et al., 2019), suggesting the relevance of circadian clock disruption in the maintenance of CSC properties. However, the role of the circadian clock system in the regulation of CSC biology needs to be explored further.

In this study, we elucidated the role of each circadian clock gene in the maintenance of CSC properties of mouse 4T1 breast cancer cells. Among the clock genes, expression levels of *Clock* mRNA and its protein were downregulated in ALDH-positive 4T1 cells, and transduction of CLOCK-expressing lentivirus into the ALDH-positive 4T1 cells attenuated their malignant potential. Further, we investigated the underlying mechanism of CLOCK downregulation in ALDH-positive 4T1 cells. Our findings present a possible strategy to overcome the malignancy of BCSCs by targeting miRNA-mediated post-transcriptional regulation of circadian component CLOCK.

## Results

### Expression of CLOCK is suppressed in ALDH-positive 4T1 cells

CSCs are often characterized by high ALDH activity associated with malignancy and is used for identification and isolation of CSCs (Ginestier et al., 2007; Ma and Allan, 2011; Nagare et al., 2016). As reported previously (Kim et al., 2013), ALDEFULOR assay revealed the presence of a high ALDH activity (ALDH-positive) cell population among the 4T1 breast cancer cells. To confirm the stem-like properties of the isolated ALDH-positive 4T1 cells, the separated cells were plated under spheroid-forming conditions. The ALDH-positive 4T1 cells were capable of forming tumor spheroids (p<0.01, Figure 1A), whereas such spheroid formations were not observed by ALDH-negative 4T1 cells, suggesting characterization of CSC-like properties by high ALDH activity in 4T1 cells.

**Figure 1.**
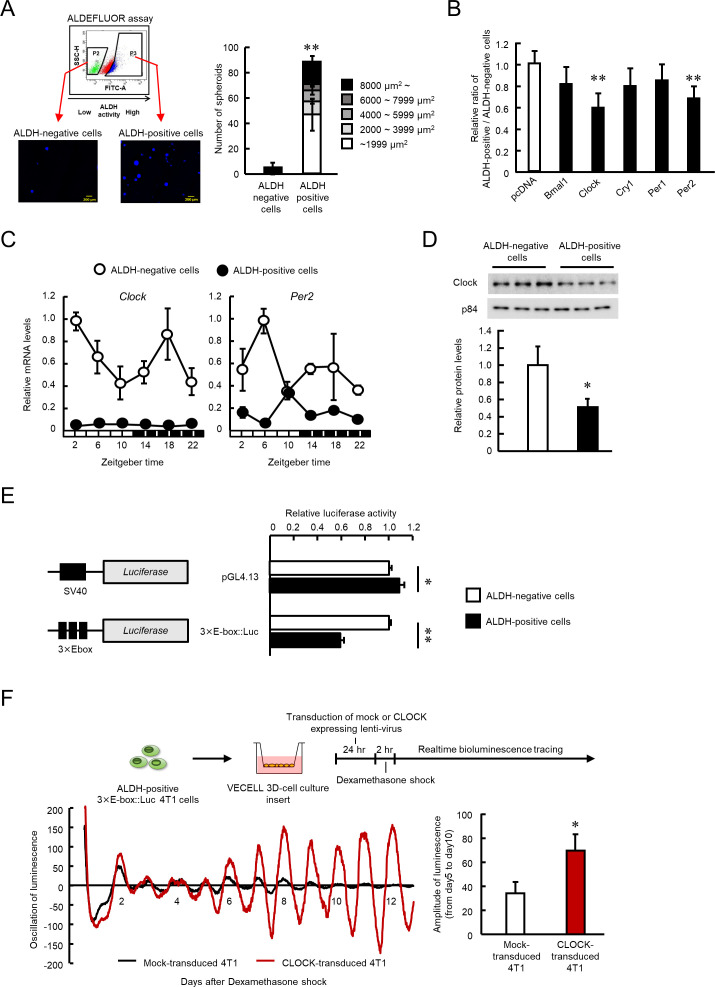
The role of CLOCK in the regulation of ALDH activity in 4T1 mouse breast cancer cells. (**A**) Representative photograph of Hoechst-stained tumor spheroids of ALDH-negative or -positive 4T1 cells in agarose. Values are the mean with SD (n = 3). **p<0.01; significant difference from ALDH-negative cells (*t*_6_ = 12.598, Student's t-test). (**B**) Influence of each clock gene expression vector on the ratio of ALDH positive- to negative-cell populations. ALDH-positive 4T1 cells were cultured on 3D scaffold chambers after being transiently transfected with each expression vector using electroporation. ALDH activity was evaluated 5 days after transfection. Values are the mean with SD (n = 6). The mean value of the pcDNA group is set at 1.0. **p<0.01; significant difference from the pcDNA group (*F*_5,30_ = 6.807, p<0.001, ANOVA, Dunnett’s post hoc test). (**C**) The temporal mRNA expression profiles of *Clock* and *Per2* in ALDH-positive and ALDH-negative cells isolated from 4T1 tumor-bearing mice kept under the light/dark cycle (zeightgber time 0. lights on ; zeitgeber time 12. lights off). Values are the mean with SD (n = 3). Data were normalized by *β-Actin* mRNA levels. (**D**) Difference in the expression levels of CLOCK protein between ALDH-negative and -positive 4T1 cells. The value of ALDH-negative cells is set at 1.0. Values are the mean with SD (n = 3). *p<0.05; significant difference between two groups (*t*_4_ = 3.915, Student’s t-test). (**E**) Difference in the promoter activities of E-box-driven luciferase reporter in ALDH-negative and -positive 4T1 cells. pGL4.13 or 3 × E-box::Luc reporter vectors were transfected into 4T1 cells, and luciferase assay was performed after cell sorting. Values are the mean with SD (n = 3). The value of ALDH-negative cells is set at 1.0. **p<0.01, *p<0.05; significant difference between two groups (*t*_4_ = 2.941 for pGL4.13, *t*4 = 43.287 for 3 × E-box::Luc, Student’s t-test). (**F**) The influence of lenti-viral CLOCK transduction on the circadian oscillation of E-box-driven luciferase bioluminescence. Top panel shows the scheme of experimental procedure. Bottom panels show real-time bioluminescence tracing of luciferase activity after dexamethasone synchronization (left) and mean of amplitude of bioluminescence oscillation from day 5 to day 10 after synchronization (n = 3) (right). *p<0.05; significant difference between two groups (t_4_ = 3.691, Student’s t-test). Figure 1—source data 1.This spreadsheet contains the source for Figure 1.

**Figure 1—figure supplement 1.**
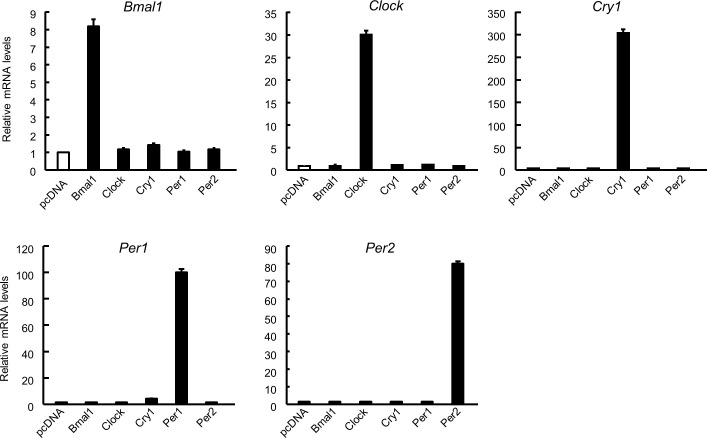
The mRNA expression of clock genes in 4T1 cells transfected with vectors expressing *Bmal1*, *Clock*, *Cry1*, *Per1*, or *Per2*. Data were normalized by *18 s rRNA* levels. Values show the mean with SD (n = 3). The value of pcDNA-transfected cells is set at 1.0. Figure 1—figure supplement 1—source data 1.This spreadsheet contains the source for Figure 1—figure supplement 1.

Next, we investigated whether the clock gene product affected the ALDH activity of 4T1 cells. To achieve this, ALDH-positive 4T1 cells were collected by ALDEFULOR assay, and then transfected with plasmid vectors expressing products of the circadian genes, BMAL1, CLOCK, CRY1, PER1, or PER2 and these expression vectors sufficiently increased the levels of circadian gene transcripts (Figure 1—figure supplement 1). Among the gene products, CLOCK and PER2 significantly reduced the ratio of the ALDH-positive cell population to the ALDH-negative cell population (p<0.01 respectively, Figure 1B); but the effect was more potent in CLOCK-transfected 4T1 cells. As we reported previously, the expression levels and circadian oscillation of *Clock* and *Per2* mRNA were disrupted in 4T1 tumor bearing mice (Figure 1C). In particular, the expression levels of *Clock* mRNA were lower in ALDH-positive cells than ALDH-negative cells throughout the day. Therefore, we further focused on the role of the *Clock* gene in ALDH-positive 4T1 cells.

CLOCK acts as a transcriptional factor by binding to E-box (CACGTG) elements to increase the expression of target genes (Gekakis et al., 1998; Hogenesch et al., 1998; Ueda et al., 2005). The levels of *Clock* mRNA and protein were significantly lower in ALDH-positive 4T1 cells than in ALDH-negative 4T1 cells in vitro (p<0.05, Figure 1D); also E-box driven luciferase activity was significantly reduced (p<0.01, Figure 1E). Furthermore, increased CLOCK expression by lentiviral transduction enhanced oscillation of E-box driven luciferase ﻿bioluminescence in ALDH-positive 4T1 cells (p<0.05, Figure 1F). These findings suggest a negative correlation between CLOCK function and stemness-related properties in 4T1 cells.

### CLOCK-mediated suppression of 4T1 cell malignancy

We investigated if an increase in CLOCK levels alters the malignant properties of 4T1 cells, by infecting 4T1 cells with CLOCK expressing lentivirus. Transduction of the *Clock* gene significantly increased its protein levels in 4T1 cells (p<0.01, Figure 2A). Flow-cytometric analysis revealed a reduction in the population of ALDH-positive 4T1 cells by transduction of the *Clock* gene (p<0.01, Figure 2B). Nine isoforms of ALDH have been confirmed to be active in ALDEFLUOR assay (Zhou et al., 2019); however, only the expressions of *Aldh3a1, 3a2, 3b1,* and *5a1* were detected in 4T1 cells. Among them, expression levels of *Aldh3a1* were considerably decreased in CLOCK-expressing 4T1 cells (Figure 2C), suggesting repression of ALDH activity by CLOCK in 4T1 cells through the downregulation of the isoform *Aldh3a1*. Database analysis of the mouse *Aldh3a1* gene upstream region led to identification of CCAAT/enhancer binding protein α (C/EBPα) as a mediator of CLOCK-controlled expression of ALDH (Figure 2—figure supplement 1A). There was increase of C/EBPα expression in enhanced CLOCK-expressing 4T1 cells (Figure 2—figure supplement 1B). Transfection of 4T1 cells with C/EBPα-expressing vectors decreased gene promoter activity and protein levels of Aldh3a1 (Figure 2—figure supplement 1D and E), and knockdown of C/EBPα increased protein levels of Aldh3a1 (Figure 2—figure supplement 1F). These results suggest that C/EBPα has important roles on CLOCK-mediated ALDH suppression, through transcriptional repression of *Aldh3a1* gene in 4T1 cells. A significant decrease in the mRNA levels of stemness related factors *Klf4*, *Nanog*, and *Myc* was also noted in the ALDH-positive population of enhanced CLOCK-expressing 4T1 cells (p<0.01, Figure 2D). Additionally, growth ability and spheroid formation of enhanced CLOCK-expressing 4T1 cells were lower than those of mock lentivirus-transduced cells (p<0.01, Figure 2E and F).

**Figure 2.**
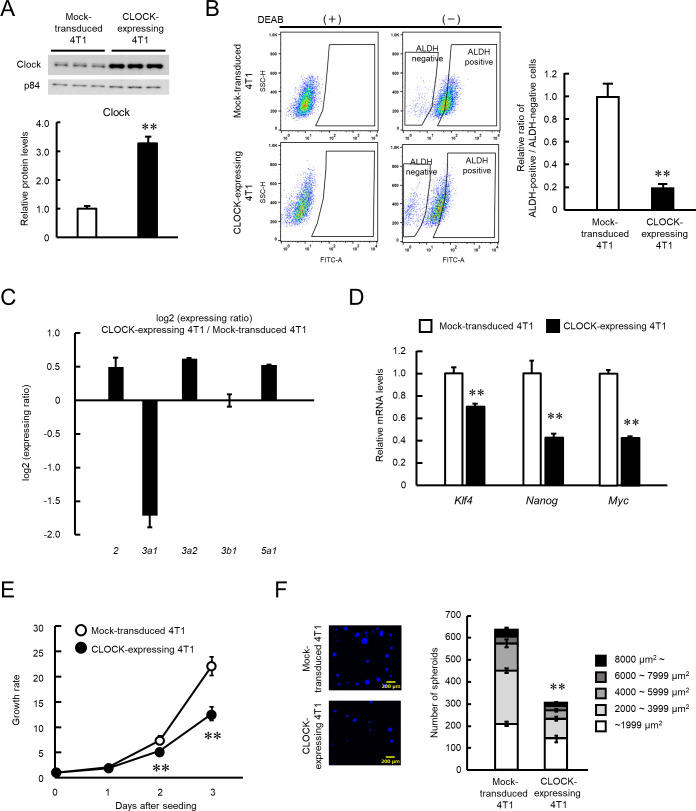
Suppression of stemness properties of 4T1 cells by CLOCK. (**A**) CLOCK protein levels in mock-transduced and *Clock*-expressing lentivirus-infected 4T1 cells. Values show mean with SD (n = 3). **p<0.01; significant difference from mock-transduced 4T1 cells (*t*_4_ = 15.736, Student’s t-test). (**B**) The flow cytometric analysis of ALDEFLUOR assay of CLOCK-expressing 4T1 cells. The population of ALDH-positive cells was defined based on each DEAB group, whose means of fluorescence intensity were set almost the same. The right panel shows the difference in the ratio of ALDH positive- to negative-cell populations between mock-transduced and CLOCK-expressing 4T1 cells. Values show the mean with SD (n = 6). **p<0.01; significant difference from mock-transduced 4T1 cells (*t*_10_ = 22.455, Student’s t-test). (**C**) Difference in the mRNA levels of ALDH isoforms between mock-transduced and CLOCK-expressing 4T1 cells. Values show the mean with SD (n = 3). (**D**) The mRNA levels of stemness-related genes in ALDH-positive mock-transduced and CLOCK-expressing 4T1 cells. Data were normalized by the*18s rRNA* levels. Values show the mean with SD (n = 3). The values of the mock-transduced group are set at 1.0. **p<0.01: significant difference from mock-transduced 4T1 cells (*t*_4_ = 9.261 for *Klf4; t*_4_ = 8.001 for *Nanog; t*_4_ = 32.576 for *Myc;* Student’s t-test). (**E**) Difference in growth ability between mock-transduced and CLOCK-expressing 4T1 cells. Values show the mean with SD (n = 5–6). Cell viability of seeding day (day 0) are set at 1.0. **p<0.01; significant difference between from mock-transfected 4T1 cells at corresponding time points. (*F*_7, 38_ = 425.953, two-way ANOVA with the Tukey–Kramer test). (**F**) Difference in the spheroid formation ability between mock-transduced and CLOCK-expressing 4T1 cells. The left panel shows a representative photograph of the Hoechst-stained spheroids formed by mock-transduced or CLOCK-expressing 4T1 cells. The right panel shows the number of spheroid and the parcellation of the diameter. Values show the mean with SD (n = 3). **p<0.01; significant difference from mock-transduced 4T1 cells (*t*_4_ = 27.067, Student’s t-test, for number of spheroids). Figure 2—source data 1.This spreadsheet contains the source for Figure 2.

**Figure 2—figure supplement 1.**
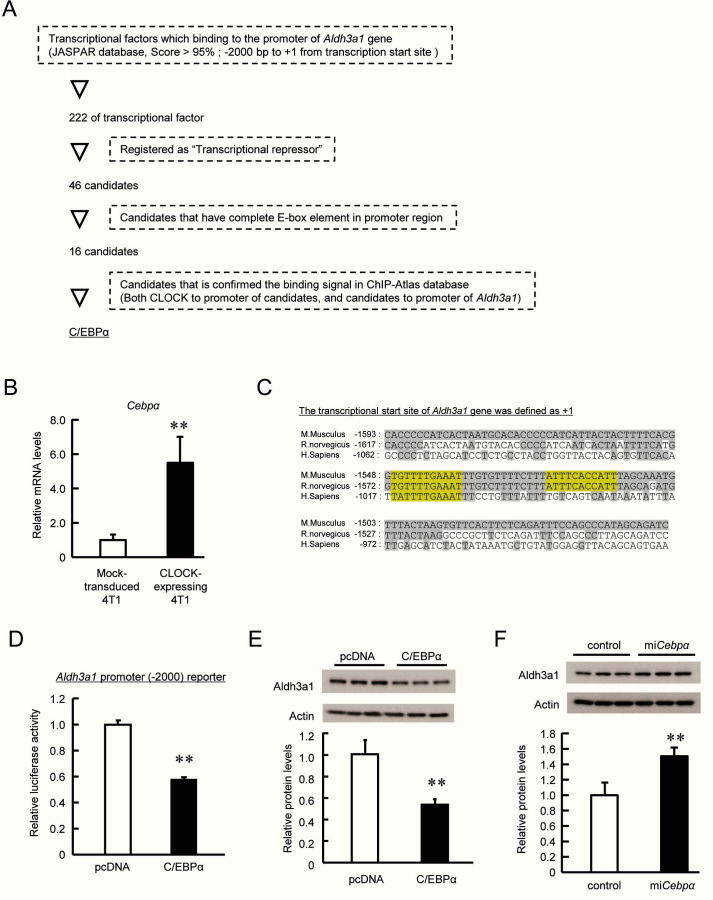
CLOCK regulates the expression of *Aldh3a1* through mediation of C/EBPα. (**A**) Procedure of selecting transcriptional factors that regulate *Aldh3a1* expression in 4T1 cells. Genomic DNA binding prediction database (JASPAR) and ChIP Atlas database were applied to identify factor that mediates CLOCK-regulated *Aldh3a1* expression. (**B**) The expression levels of C/EBPα mRNA in enhanced CLOCK-expressing 4T1 cells. Values are the mean with SD (n = 3). **p<0.01; significant difference between two groups (*t*_4_ = 5.703, Student’s t-test). (**C**) The alignment of promoter sequences of *Aldh3a1* genes in mouse (*Mus musculus*), rat (*Ratta norvegicus*), and human (*Homo sapiens*). (**D**) Repression of *Aldh3a1* transcriptional activity by C/EBPα. Luciferase reporter vectors containing −2000 bp upstream region of the mouse *Aldh3a1* gene (*Aldh3a1* [−2000]::Luc) were constructed. 4T1 cells were transfected with *Aldh3a1* [−2000]::Luc and C/EBPα-expressing vectors. Values are the mean with SD (n = 3). The values of pcDNA group are set at 1.0. **p<0.01; significant difference between two groups (*t*_4_ = 19.351, Student’s t-test). (**E**) Repression of Aldh3a1 expression by C/EBPα. 4T1 cells were transfected with C/EBPα-expressing vectors. Values are the mean with SD (n = 3). The values of pcDNA group are set at 1.0. **p<0.01; significant difference between two groups (*t*_4_ = 5.730, Student’s t-test). (**F**) Enhanced expression of Aldh3a1 in C/EBPα-downregulated 4T1 cells. C/EBPα was downregulated by miRNA. Values are the mean with SD (n = 3). The values of control group are set at 1.0. **p<0.01; significant difference between two groups (*t*4 = 4.892, Student’s t-test). Figure 2—figure supplement 1—source data 1.This spreadsheet contains the source for Figure 2—figure supplement 1.

Malignancy of CSCs is characterized by their invasive and metastatic capacities (Polyak and Weinberg, 2009; Singh and Settleman, 2010; Weidenfeld and Barkan, 2018), hence we conducted two types of invasion assays in vitro. TGFβ1-induced invasion of cancer cells into collagen type 1 was assessed using a 3D cell culture chip, and the invasive potential of enhanced CLOCK-expressing 4T1 cells was lower than that of Mock-transduced 4T1 cells (p*<*0.01, Figure 3A). The low invasive potential of enhanced CLOCK-expressing 4T1 cells was also observed in the spheroid invasion assay (Figure 3B). Mock-transduced 4T1 cells formed spheroids that invaded into the hydrogels, whereas no invasion by CLOCK-expressing 4T1 cells-formed spheroids was detected. One of the main processes of invasion is epithelial-mesenchymal transition (EMT), represented by decrease in epithelial adherent molecules and increase in mesenchymal adherent molecules (Nieto et al., 2016). There was an increase in mRNA and protein levels of epithelial molecules, E-cadherin, and Claudin1 in enhanced CLOCK-expressing 4T1 cells (Figure 3C and Figure 3D). In contrast, the expression of mesenchymal molecules, Vimentin, Snail1, and Twist1, was decreased in CLOCK-expressing 4T1 cells (Figure 3C and Figure 3D). Taken together, the in vitro data suggest attenuation of 4T1 cells invasive potential through EMT suppression by enhancement of CLOCK expression.

**Figure 3.**
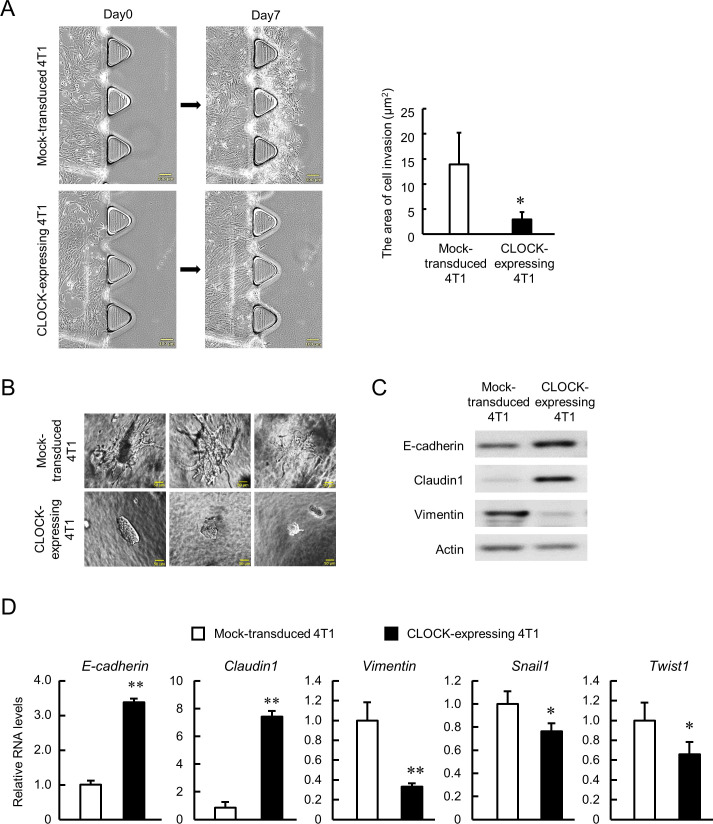
Suppression of invasive potential of 4T1 cells by CLOCK. (**A**) Decrease in the invasion ability of CLOCK-expressing 4T1 cells. Microphotographs show invasion of cells into 3D collagen gel. The right panel shows difference in the invasion area between mock-transduced and CLOCK-expressing 4T1 cells. Values show mean with SD (n = 3). *p<0.05; significant difference from mock-transduced 4T1 cells (*t*_4_ = 2.968, Student’s t-test). (**B**) Representative microphotographs of spheroid invasion by mock-transduced and CLOCK-expressing 4T1 cells. Invasive morphology was detected by mock-transduced 4T1 cells. (**C**) Difference in the expression of adhesion molecules between mock-transduced and CLOCK-expressing 4T1 cells. (**D**) Differential expression of EMT-related molecules between mock-transduced and CLOCK-expressing 4T1 cells. *E-cadherin* and *Claudin1* indicate the ‘epithelial’ state, and *Vimentin*, *Snail1*, and *Twist1* indicate the ‘mesenchymal’ state. Data were normalized by the *18s rRNA* levels. Values show the mean with SD (n = 3). The values of the mock-transduced group are set at 1.0. **p<0.01, *p<0.05; significant difference compared with mock-transduced 4T1 cells (*t*_4_ = 28.550 for *E-cadherin; t*_4_ = 18.159 for *Claudin1; t*_4_ = 6.233 for *Vimentin; t*_4_ = 2.873 for *Snail1; t*_4_ = 2.881 for *Twist1*; Student’s t-test). Figure 3—source data 1.This spreadsheet contains the source for Figure 3.

### Anti-tumor effects of CLOCK in 4T1 cells-bearing mice

Next, we investigated the anti-tumor effects of CLOCK in 4T1 cell-bearing mice. Mock-transduced or enhanced CLOCK-expressing 4T1 cells were implanted into the mammary fat pad of female BALB/c mice, and the tumor volume was measured every week. The growth rate of enhanced CLOCK-expressing 4T1 cell-formed tumors was significantly lower than that of tumors formed by Mock-transduced 4T1 cells (p<0.01, Figure 4A). Similarly, low intensity of immunohistological staining for Ki-67 was observed in enhanced CLOCK-expressing 4T1 tumors (p<0.01, Figure 4B). Moreover, CLOCK-expressing 4T1 cell-bearing mice had limited formation of tumor colonies in lung and bone marrow (p<0.01, Figure 4C and D). The in vivo results reveal suppression of tumor malignancy by enhancement of CLOCK expression in 4T1 cells.

**Figure 4.**
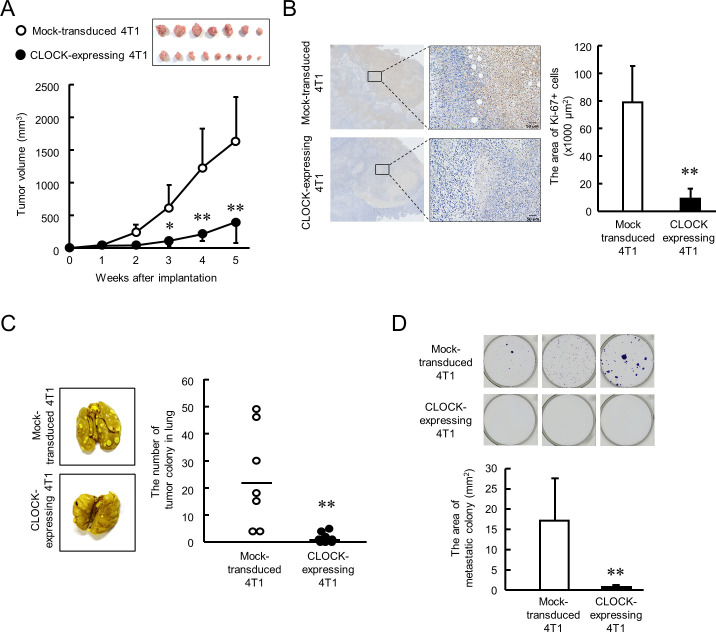
CLOCK-induced suppression of malignancy of 4T1 tumors in mice. (**A**) The ability of tumor growth in mice implanted with mock-transduced or CLOCK-expressing 4T1 cells. Top panel shows the photograph of tumor burden isolated from each 4T1 cell implanted mice 6 weeks after implantation. Values are the mean with SD (n = 8–9 animals). **p<0.01; *p<0.05, significant difference compared with mock-transduced 4T1 cell-implanted mice at corresponding time points (*F*_9, 67_ = 19.956, p<0.001; two-way ANOVA with the Tukey–Kramer test). (**B**) Immunohistochemical staining of Ki-67 in mock-transduced or CLOCK-expressing 4T1 tumors. Complexes with Ki-67 and antibodies were visualized by 3, 3’-diaminobenzidine (brown), and nuclei were stained with hematoxylin (blue). Scale bars indicate 50 µm. Values show mean with SD (n = 6 animals). **p<0.01; significant difference from mock-transduced 4T1 cells (*t*_10_ = 6.213, Student’s t-test). (**C**) The number of pulmonary tumor colonies in mice implanted with mock-transduced or CLOCK-expressing 4T1 cells. Pulmonary colonies were assessed 6 weeks after implantation. The left panels show representative photographs of pulmonary tumor colonies of mock-transduced or CLOCK-expressing 4T1 cells implanted in mice. Right panel shows the quantification of the number of tumor colonies in lungs (n = 7–9 animals). **p<0.01; significant difference from mock-transdaced 4T1 (*t*_14_ = 3.601; Student’s t-test). (**D**) The number of metastatic colonies isolated from tumor-bearing mice femora bone marrow. The top panels show the representative photograph of tumor colonies stained by crystalbiolet. The bottom panel shows the quantification of the area of tumor colonies. Values show mean with SD (n = 8 animals). **p<0.01; significant difference from mock-transduced 4T1 cells (*t*_14_ = 3.871, Student’s t-test). Figure 4—source data 1.This spreadsheet contains the source for Figure 4.

### Post-transcriptional regulation of *Clock* mRNA expression in ALDH-positive 4T1 cells

To investigated the underlying mechanisms of downregulation of *Clock* expression in ALDH-positive 4T1 cells may be a therapeutic target for overcoming malignant properties of BCSCs; hence, we constructed a luciferase reporter containing the 5’-upstream region of the mouse *Clock* gene (*Clock*::Luc). The 5’-upstream regions included ROREs (orphan receptor response elements), RARE (retinoic acid response element), and an E-box like sequence (Figure 5A left). The expression levels of *Luciferase* mRNA derived from *Clock*::Luc in ALDH-positive 4T1 cells was slightly, but significantly, higher than in ALDH-negative cells (p<0.01, Figure 5A right). Moreover, no significant difference in mRNA levels of transcription factors regulating *Clock* gene expression between ALDH-positive and -negative cells was found (Supplementary file 2). This suggests that suppression of *Clock* gene expression in ALDH-positive 4T1 cells was not due to decrease in its transcriptional activity; hence, we changed focus to the post-transcriptional regulation mechanism repressing *Clock* mRNA expression in ALDH-positive cells.

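ALDEFLUOR, a fluorescent assay of aldehyde dehydrogenase (ALDH) activity, was used to sort cultured 4T1 cells, a mouse mammary carcinoma line, into ALDH-positive and ALDH-negative populations, and the mRNA of each population was measured on 1 array. Both were 1-colour Agilent SurePrint G3 Mouse GE 8 × 60K arrays with probes of 60 bases, labelled with Cy3 from 50 ng of total RNA, and lay on the same slide. For the RNA, the paper names the RNeasy Mini Kit and the sample labels name the ReliaPrep RNA Cell Miniprep System. The authors read the spot intensities with Agilent Feature Extraction, version 9.5.1.1 in the paper and another version in the scanner files, which subtracts the background of each spot. Each scanner file held 62976 spots, of which 59305 were not controls and made up 55681 probes.

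Of these probes, 26985 (48.5%) were well above background in ALDH-negative cells, 27503 (49.4%) in ALDH-positive cells and 25903 in both. The 28585 probes well above background on at least 1 array are called measured here. The array of ALDH-positive cells was brighter, with a 75th percentile of 389.9 intensity units against 278.2, and before normalization the median log2 ratio of the measured probes was 0.49. After the log2 transformation and quantile normalization of the paper's methods it was 0.015, and all signals and ratios given here are normalized and set ALDH-positive over ALDH-negative unless stated. The paper's text does not define the Z-score of its selection. Here it was the distance of a log2 ratio from the mean of the 250 probes on either side in mean log2 signal, in units of their SD. A gene or probe is called higher or lower only if it passed the paper's limits for the Z-score and the ratio. Where a gene had several measured probes, the one with the highest mean log2 signal stands for it. The error of a log2 ratio combines the scanner software's errors of both signals, had a median of 0.21 over the measured probes, and does not cover the spread between cultures. With 1 array per population there was no replicate check and no test, and the number of arrays limits the precision.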

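None of the 7 factors listed in Supplementary file 2 for the *Clock* promoter was higher or lower in ALDH-positive than in ALDH-negative 4T1 cells. Among them are the nuclear receptor RORβ, encoded by *Rorb*, the repressors REV-ERBα and REV-ERBβ, encoded by *Nr1d1* and *Nr1d2*, the retinoic acid receptor genes *Rara* and *Rxra*, and *Max*, whose product binds E-boxes with MYC. The log2 ratio of each of these 6 genes lay within its own error of 0. That error was about 0.20 for bright probes whatever the gene, and 0.204031 for both *Max* and *Rara*. It was larger than the median SD of repeated spots within an array, 0.059 and 0.048 (log2). Lying within it therefore does not show that a factor was unchanged. *Max* had a signal of 5399 in ALDH-negative cells and 5323 in ALDH-positive cells, a log2 ratio of -0.020 (error 0.20). For *Rara* the signals were 5256 and 5860.1, a log2 ratio of 0.16 (error 0.20), and a dimmer probe of the same gene gave 0.36 with a Z-score of 1.71. *Nr1d2* had signals of 817 and 821, a log2 ratio of 0.0076 (error 0.20), and *Nr1d1* had signals of 226 and 257, a log2 ratio of 0.19 (error 0.21). *Rxra* and *Rorb* were dim, with signals of 47.4 and 54.5 for *Rxra* and of 17.4 and 14.6 for *Rorb*, and their log2 ratios were 0.20 (error 0.24) and -0.25 (error 0.39). Supplementary file 2 lists another *Rxra* probe, which here had signals of 28.1 and 32.0 and a log2 ratio of 0.18 (error 0.29). The study chose the 7 genes, so the list is not an independent sample of factors.

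A list of 12 further factors able to bind RORE, RARE or E-box elements was written before the data were examined. Its 9 measured genes included none that was higher or lower, and their median log2 ratio was 0.15, at percentile 96.0 of 10000 random gene lists of the same size and similar signal. The percentile was 72.6 with a 75th percentile shift, 87.3 with normexp background correction and 89.0 without background correction. The retinoic acid receptor gene *Rarg* had the highest log2 ratio, 0.43 (error 0.20). It was followed by *Usf2* with 0.41 (error 0.20) and by the E-box repressor gene *Bhlhe40* with 0.21 (error 0.20), and a dimmer *Usf2* probe gave 0.043. The Z-scores of *Rarg* and *Usf2* were 2.13 and 2.07, past the limit of 2.0. Their ratios of 1.35 and 1.33 missed the limit of 1.5, which is stricter than the limit of 0.75 for lower genes. *Bhlhe41* had the lowest, -0.23 (error 0.22).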

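Among 20 measured clock genes, only *Clock* was lower in ALDH-positive than in ALDH-negative 4T1 cells, and none was higher. The genes that CLOCK activates through E-boxes, such as *Per1* and *Dbp*, did not have lower signals as a group. The *Clock* signal was 309 in ALDH-negative and 204 in ALDH-positive cells. This is a ratio of 0.661, a log2 ratio of -0.60 with an error of 0.21, and a Z-score of -2.02. *Clock* (NM_007715) was measured with 1 probe, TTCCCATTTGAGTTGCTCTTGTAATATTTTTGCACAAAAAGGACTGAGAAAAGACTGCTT, placed by the array files on chromosome 5 of the mouse assembly NCBI37 from 76641377 to 76641436. Before normalization its signals were 261 and 238, a log2 ratio of -0.14.

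In the other 19 measured clock genes, *Arntl*, which encodes the CLOCK partner BMAL1, had a log2 ratio of 0.15 (error 0.20). *Dbp* had the highest, 0.46 (error 0.20), with 0.55 for its other probe, and *Ciart* and *Per1* had 0.27 and 0.26 (error 0.20 each). *Cry1* had -0.25 (error 0.24), and *Per2* was well above background in ALDH-positive cells only. The median of the 20 genes was 0.15, at percentile 96.6 of 10000 random lists, with 15 genes above 0, but 0.064 with normexp background correction and 0.067 without background correction, at percentiles 71.2 and 73.4, and the percentile was 97.8 with only the probes, and 98.2 with only the list members, well above background on both arrays. Of 11 E-box outputs of CLOCK, 10 were measured and none was higher or lower. Their median log2 ratio was 0.15, at percentile 90.9, with 8 of them above 0, and it was 0.071 and 0.072 under the same 2 choices.

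The *Clock* Z-score was -1.98 after a 75th percentile shift, -1.90 against the 100 probes on either side and -0.96 against all probes, and each of these misses the selection. The *Clock* spot lay in the last eighth of the rows or columns of the array, where 4.31% of the measured probes were lower against 2.39% elsewhere, and 4 of 101 probes of similar signal in that area had a log2 ratio at or below that of *Clock*. From the promoter reporter and the levels of these factors, the paper proposes that the lower *Clock* expression was not due to reduced transcription, and it turns to post-transcriptional regulation.

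**Figure D1:**
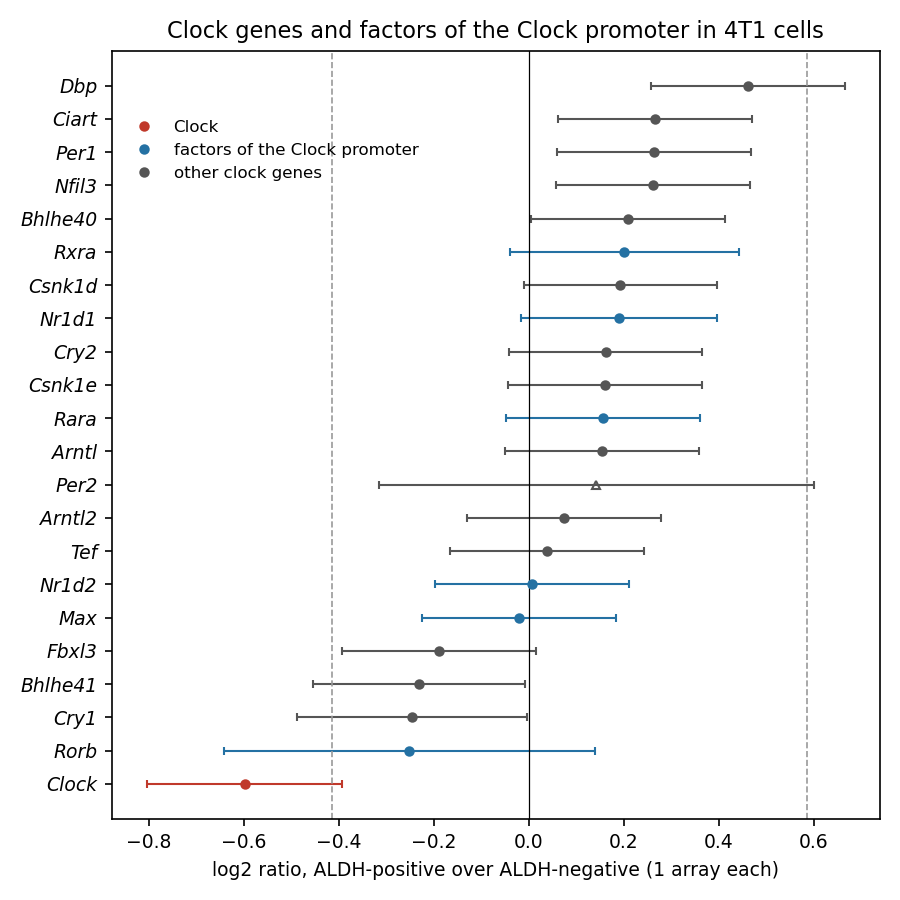
Log2 ratio of signals in ALDH-positive over ALDH-negative 4T1 cells (1 array each, horizontal axis) for measured clock genes and factors of the *Clock* promoter, with bars for the scanner software's error, dashed lines at the ratios 0.75 and 1.5, and an open triangle for *Per2*, which was below background on 1 array. *Clock* lies at -0.60, below the lower dashed line, and the other plotted genes lie between -0.25 and 0.46.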

**Figure 5.**
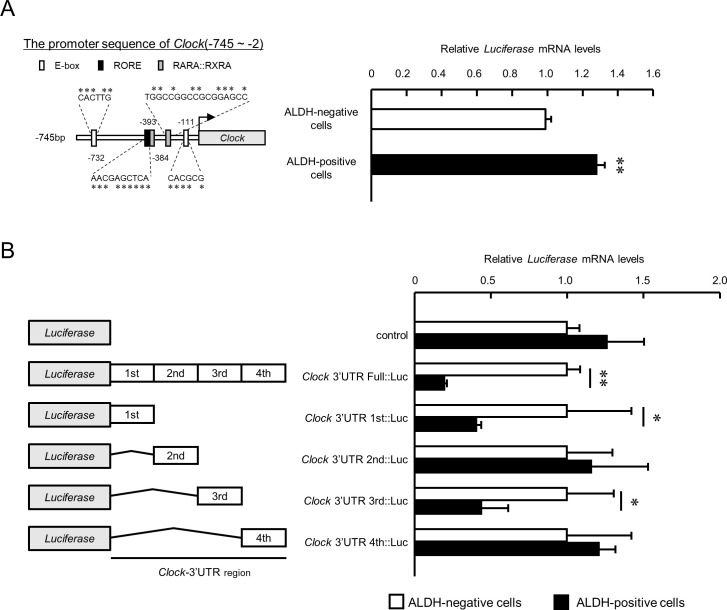
The post-transcriptional regulation of *Clock* gene expression in ALDH-positive 4T1 cells. (**A**) Comparison of the promoter activity of the mouse *Clock* gene between ALDH-negative and -positive 4T1 cells. Left panel shows the schematic representation of the mouse *Clock* gene promoter. Numbers near the boxes are nucleotide residues in which E-box, RORE, and RAR/RXR response elements are positioned relative to the transcription start site (+1). Right panel shows the mRNA expression of the *Luciferase* gene *Clock*::Luc in ALDH-negative and -positive 4T1 cells. Data were normalized by *Neomycin phosphotransferase* (*Neo^r^*) as an internal control. Values are the mean with SD (n = 3).**p<0.01;significant difference between from ALDH-negative cells. The value of ALDH-negative cells is set at 1.0. (**B**) The mRNA expression of the *Luciferase* gene in ALDH-negative and -positive 4T1 cells transfected with luciferase reporter constructs containing varying lengths of the 3’UTR of the *Clock* gene. Data were normalized by the expression levels of *hRLuc* mRNA. Values are the mean with SD (n = 3). The values of each ALDH-negative cell are set at 1.0. *p<0.05, **p<0.01; significant difference between the two groups (*t*_4_ = 7.665 for *Clock*-3’UTR Full::Luc; *t*_4_ = 4.375 for *Clock*-3’UTR 1 st::Luc; *t*_4_ = 2.751 for *Clock*-3’UTR 3rd::Luc; Student’s t-test). Figure 5—source data 1.This spreadsheet contains the source for Figure 5.

*Luciferase* mRNA level of the reporter vector containing bp +1 to +4522 of the mouse *Clock* 3’UTR (*Clock* 3’UTR Full::Luc) was markedly decreased compared with that of the control pGL4.13 reporter vector without the 3’UTR (Figure 5B). Furthermore, the *Luciferase* mRNA level of the *Clock* 3’UTR Full::Luc vector in ALDH-positive 4T1 cells was significantly lower than in ALDH-negative cells (p<0.01), suggesting post-transcriptional regulation of *Clock* expression in ALDH-positive 4T1 cells. Significant differences in the *luciferase* mRNA levels between ALDH-positive and ALDH-negative 4T1 cells were also detected when the cells were transfected with *Clock* 3’UTR 1 st::Luc and *Clock* 3’UTR 3rd::Luc (p<0.05 respectively, Figure 5B). These results suggest that specific 3’UTRs of mouse *Clock* mRNA are responsible for its post-transcriptional regulation in ALDH-positive 4T1 cells.

### miR-182 suppresses *Clock* mRNA expression in ALDH-positive 4T1 cells

miRNAs suppress target gene expression by targeting the mRNA 3’UTR (Lewis et al., 2005). Therefore, we attempted to identify the miRNA repressing the expression of *Clock* mRNA in ALDH-positive cells by conducting miRNA microarray analysis. The analysis was done by setting three identification criteria: (Acharyya et al., 2012) miRNA expression twofold higher in ALDH-positive cells than in ALDH-negative cells, with signal intensity of at least over 100; (Al-Hajj et al., 2003) miRNAs binding to the *Clock* 3’UTR based on the miRDB database (target score >90); and (Anderson et al., 2011) miRNAs binding to the *Clock* 3’UTR from bp +1 to +900 or from bp +1922 to +3600 based on the microRNA.org database (Figure 6A). These analyses identified mmu-miR-182 as ﻿the miRNA upregulated in ALDH-positive cells ﻿with the greatest fold change (Supplementary file 3). There was no significant difference in the levels of previously known *Clock* gene-targeting miRNAs like miR-1306, miR-290–295 family, miR-17 (Umemura et al., 2017), and miR-211 (Bu et al., 2018). Therefore, we focused on miR-182 as a possible candidate to repress *Clock* mRNA expression in ALDH-positive cells.

**Figure 6.**
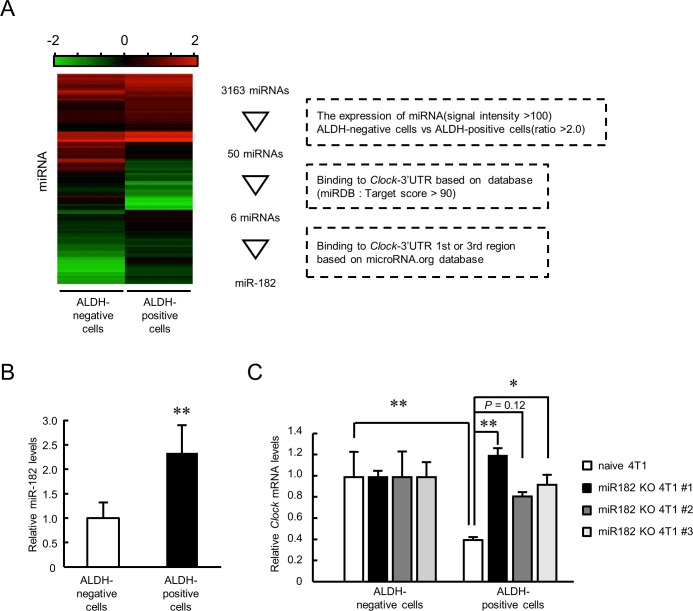
Role of miR-182 in post-transcriptional regulation of *Clock* gene expression in ALDH-positive 4T1 cells. (**A**) Procedure of selecting miRNA that regulates *Clock* expression in ALDH-positive 4T1 cells. Heatmap shows the differential expression of miRNA between ALDH-negative and -positive 4T1 cells. microRNA target prediction databases (miRDB and microRNA.org) were applied to this selection. (**B**) The expression levels of mmu-miR-182 in ALDH-negative and -positive cells. Data were normalized by the *β-Actin* mRNA levels. Values are the mean with SD (n = 5). The value of ALDH-negative cells is set at 1.0. **p<0.01; significant difference from ALDH-negative cells (*t*_8_ = 3.828, Student’s t-test). (**C**) miR-182 negatively regulates the expression of *Clock* mRNA in ALDH-positive 4T1 cells. Three miR-182 KO clones were selected for this experiment. Data were normalized by the *18 s rRNA* levels. Values are the mean with SD (n = 3). The values of ALDH-negative cells are set at 1.0. *p<0.05, **p<0.01; significant difference between two groups (*F_7,16_* = 7.681, p<0.01, ANOVA with the Tukey–Kramer post hoc test). Figure 6—source data 1.This spreadsheet contains the source for Figure 6.

**Figure 6—figure supplement 1.**
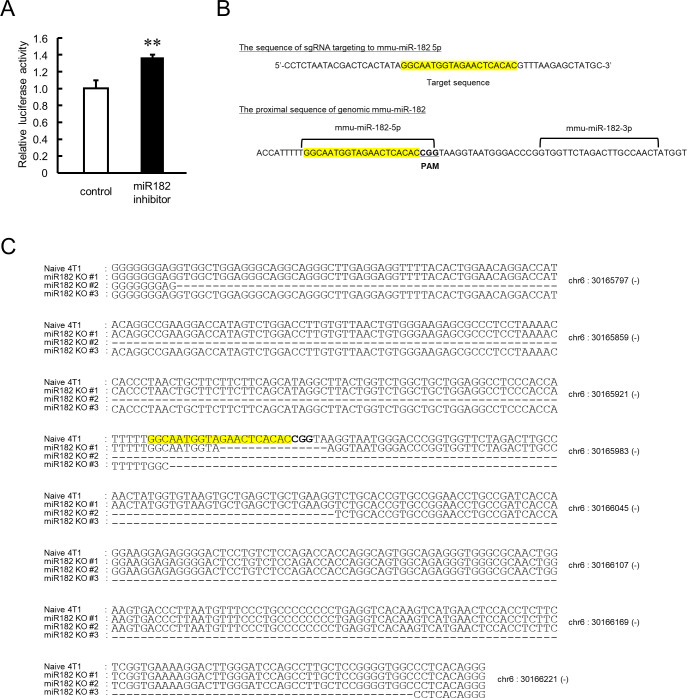
Influence of functional depletion of miR-182 on the regulation of *Clock* expression. (**A**) Influence of the miR-182::hairpin inhibitor on luciferase activity of *Clock* 3’UTR 1 st::Luc. Data were normalized by the *renilla* luciferase activity as an internal control. Values are the mean with SD (n = 3). The value of control group is set at 1.0. **p<0.01; significant difference between two groups (*t*_4_ = 7.569, p<0.01; Student’s t-test). (**B**) Scheme of the mmu-miR-182 target region. Yellow shaded areas indicate the sgRNA-targeted sequence. (**C**) Proximal genomic region around mmu-miR-182 in naive and miR-182 knockout (KO) 4T1 cells clone no. #1 to #3. Figure 6—figure supplement 1—source data 1.This spreadsheet contains the source for Figure 6—figure supplement 1.

**Figure 6—figure supplement 2.**
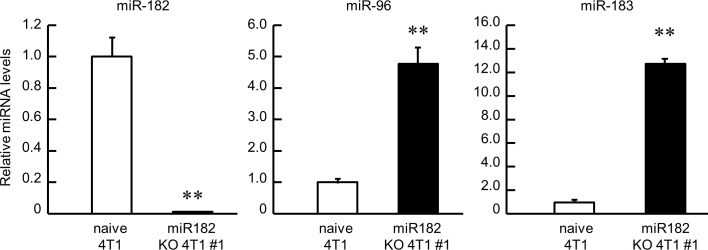
The influence of genomic depletion of miR-182 on the other clustered miRNAs. Data were normalized by *18* s rRNA levels. Values are the mean with SD (n = 3). The value of naive 4T1 cells is set at 1.0. **p<0.01; significant difference between two groups (*t*_4_ = 12.819 for miR182, *t*_4_ = 11.439 for miR96, *t*_4_ = 55.277 for miR183, Student’s t-test). Figure 6—figure supplement 2—source data 1.This spreadsheet contains the source for Figure 6—figure supplement 2.

The expression of miR-182 in ALDH-positive cells was significantly higher than that in ALDH-negative cells (p<0.01, Figure 6B). Treatment with a miR-182 inhibitor increased the luciferase activity in *Clock* 3’UTR 1 st::Luc-transfected 4T1 cells (Figure 6—figure supplement 1A); indicating post-transcriptional regulation of mouse *Clock* mRNA expression through its 3’UTR from bp +1 to +900 by miR-182. We prepared miR-182 knockout (KO) 4T1 cells using CRISPR/Cas9 system (Figure 6—figure supplement 1B). Three clones were isolated and deletion of genomic region of miR-182 was confirmed (Figure 6—figure supplement 1C). *Clock* gene mRNA levels significantly increased in the ALDH-positive population of all three miR-182 KO 4T1 cells (Figure 6C), indicating that miR-182 suppresses the expression of *Clock* mRNA in ALDH-positive 4T1 cells.

### Depletion of miR-182 suppresses tumor growth in 4T1 cells-bearing mice

The final set of experiments investigated whether depletion of miR-182 affects tumor malignant properties. Naive 4T1 or miR-182 KO 4T1 #1 cells were implanted into the mammary fat pad of female BALB/c mice. The tumor growth of miR-182 KO 4T1 cell-bearing mice was significantly lower than that of tumors formed by naive 4T1 cells (p<0.01, Figure 7A). The expression levels of *Clock* mRNA in resected tumor were significantly increased by knockout of miR-182 (Figure 7—figure supplement 1A), and the effect was more potent in ALDH-positive cell (Figure 7—figure supplement 1B). Limited number of tumor colonies were observed in miR-182 KO cells implanted-mice lung (p<0.01, Figure 7B), also in bone marrow (p<0.01, Figure 7C). These data suggest that tumor malignancy can be attenuated by targeting miR-182 through post-transcriptional activation of CLOCK. Furthermore, highly expression levels of miR-182 were detected in naive 4T1 cell-formed tumor compared with other organs (Figure 7D). Similar results were also confirmed in clinical data from miR-TV database (Figure 7—figure supplement 2), suggesting that tumor-selective effects were expected by targeting miR-182. Taken together, miR-182-mediated post-transcriptional regulation of CLOCK may be a novel insight for treatment of breast cancer attenuating tumor malignancy.

**Figure 7.**
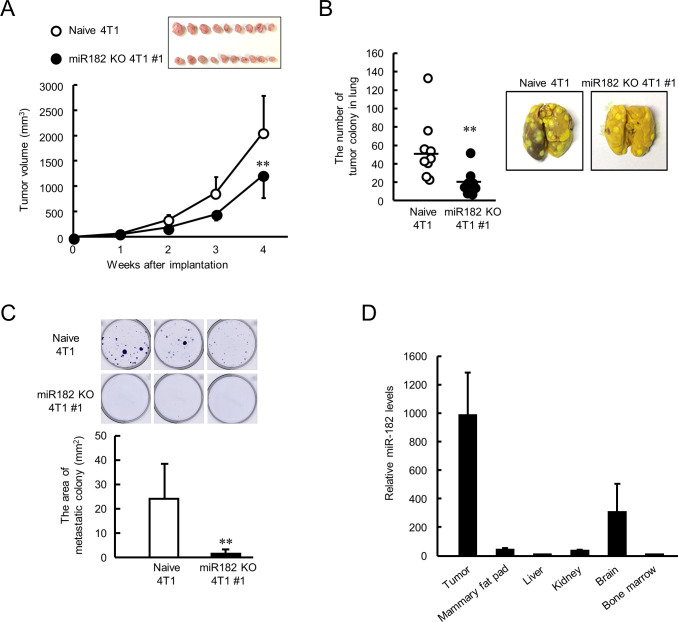
Suppression of malignant properties of 4T1 tumor by knockout of miR-182. (**A**) The ability of tumor growth in mice implanted with naive or miR-182 KO 4T1 cells. Values are the mean with SD (n = 9–10 animals). **p<0.01; significant difference compared with naive 4T1 cell-implanted mice at corresponding time points (*F*_7, 63_ = 39.494, p<0.001; two-way ANOVA with the Tukey–Kramer test). Top panel shows the photograph of tumors isolated from each 4T1 cell implanted mice 5 weeks after implantation. (**B**) The number of pulmonary tumor colonies in mice implanted with naive or miR-182 KO 4T1 cells. Left panel shows the quantification of the number of tumor colonies in lungs (n = 9 animals). **p<0.01; significant difference from naive 4T1 group(*t*_16_ = 2.993; Student’s t-test). The right panels show representative photographs of pulmonary tumor colonies of naive or miR-182 KO 4T1 cells implanted in mice. Pulmonary tumor colonies were assessed 5 weeks after implantation. (**C**) The number of metastatic colonies isolated from tumor-bearing mice femora bone marrow. The top panels show the representative photograph of tumor colonies stained by crystalbiolet. The bottom panel shows the quantification of the area of tumor colonies. Values show mean with SD (n = 6 animals). **p<0.01; significant difference from naive 4T1 cells (*t*_10_ = 3.354, Student’s t-test). (**D**) The organ distribution of miR-182 in naive 4T1-bearing mice. Data were normalized by the *18 s rRNA* levels. Values are the mean with SD (n = 3 animals). The value of bone marrow is set at 1.0. Figure 7—source data 1.This spreadsheet contains the source for Figure 7.

**Figure 7—figure supplement 1.**
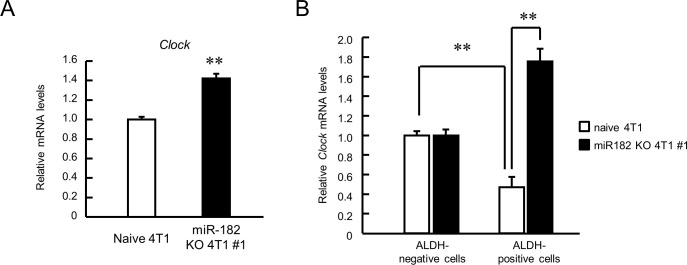
The expression of CLOCK in miR-182 KO 4T1 cell #1-bearing mice tumor. (**A**) The mRNA expression levels of *Clock* derived from whole tumor. Values are the mean with SD (n = 3 animals). The value of naive 4T1 group is set at 1.0. **p<0.01; significant difference between two groups (*t*_4_ = 14.173, Student’s t-test). (**B**) The mRNA expression levels of *Clock* derived from each sorted ALDH-negative cells or ALDH-positive cells. Values are the mean with SD (n = 3 animals). The value of each ALDH-negative cells group is set at 1.0. **p<0.01; significant difference between two groups (*F_3,11_* = 98.647, p<0.01, ANOVA with the Tukey–Kramer post hoc test). Figure 7—figure supplement 1—source data 1.This spreadsheet contains the source for Figure 7—figure supplement 1.

**Figure 7—figure supplement 2.**
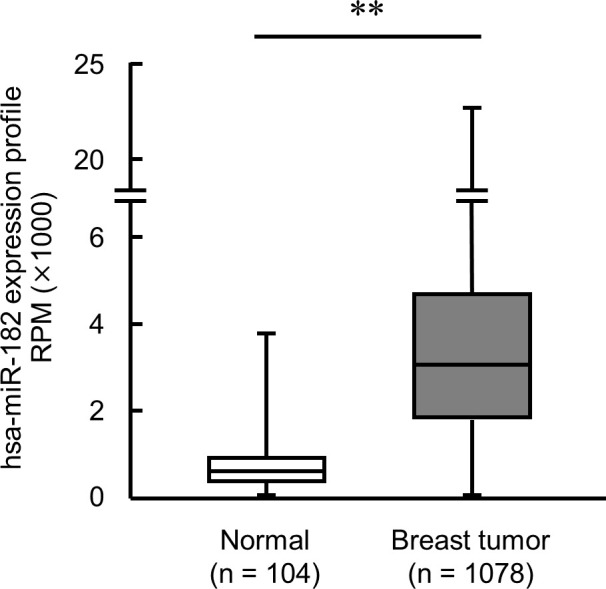
The expression levels of hsa-miR-182 in breast tumor and normal mammary gland derived from patients. Data were obtained from miR-TV database. **p<0.01; significant difference between two groups (Student’s t-test).

**Figure 7—figure supplement 3.**
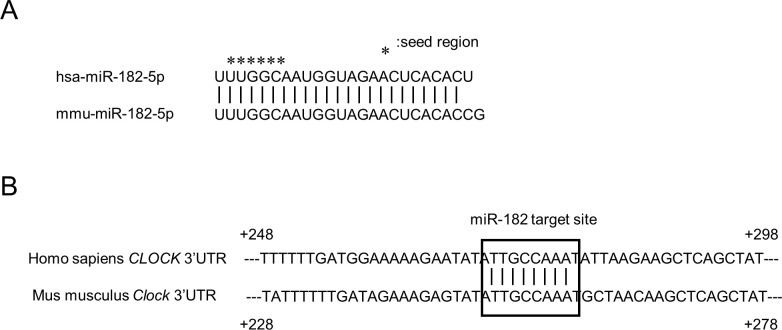
Sequence conservation of miR-182. (**A**) The alignment of hsa-miR-182–5 p and mmu-miR-182–5 p. * shows seed region of each miRNA. (**B**) The alignment of human *CLOCK* 3’UTR and mouse *Clock* 3’UTR. The nucleotide immediately after the stop codon in exon 23 of each *CLOCK* gene was defined as +1.

**Figure 7—figure supplement 4.**
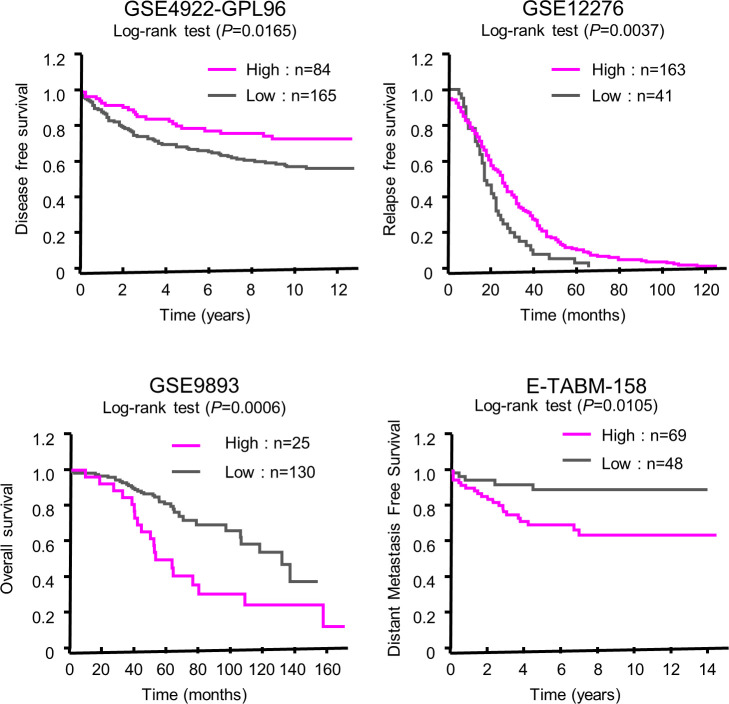
Database analysis of clinical relevance of CLOCK expression to patients' outcome. The data were obtained from the PrognoScan database (http://www.prognoscan.org/). Association of gene expression with patient survival was evaluated by minimum p-value approach. Patients were divided into high- or low-CLOCK expression groups at all possible cutoff points. The differences of any two groups were estimated by the log-rank test.

## Discussion

The dysfunction of circadian clock genes is associated with tumor malignancy (Katamune et al., 2019; Katamune et al., 2016; Masri et al., 2015); hence, activation of clock function can be a therapeutic strategy for treatment of cancers. Our current study demonstrates a relationship between the malignancy of BCSCs and the expression of CLOCK, a major component of the molecular circadian machinery. Low expression levels of CLOCK were detected in ALDH-positive 4T1 cells, and enhancing CLOCK expression in 4T1 cells attenuated tumor growth and invasive potential. Furthermore, the expression of CLOCK in ALDH-positive 4T1 cells is regulated at the post-transcriptional level and may be a target to attenuate the malignancy of 4T1 cells (Figure 8).

**Figure 8.**
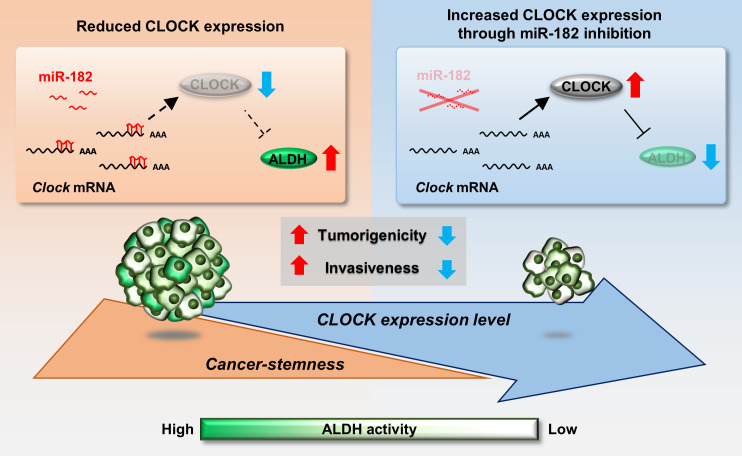
Schematic diagrams indicating the role of CLOCK in the regulation of malignancy of breast cancer stem-like cells. mmu-miR-182 post-transcriptionally suppresses the expression of *Clock* in ALDH-positive 4T1 cells, leading to maintenance of their malignancy. Increased CLOCK levels attenuate the stemness properties of ALDH-positive cells.

Enhancement of CLOCK expression decreased the number of ALDH-positive populations of 4T1 cells. The detoxification capacity of ALDH can protect stem cells against oxidative damage and is an important factor in their longevity (Bigarella et al., 2014; Ito et al., 2006). High ALDH activity also protects cells from the cytotoxic effects of chemotherapeutic drugs through the degradation of reactive oxygen species (Awad et al., 2010; Katamune et al., 2019). High activity of ALDH correlates with tumor grade, metastasis, and poor prognosis in patient breast tumor (Charafe-Jauffret et al., 2010; Marcato et al., 2011); consequently, low expression levels of CLOCK in ALDH-positive 4T1 cells likely promote their malignant properties by regulating ALDH activity. C/EBPα was identified as a mediator of CLOCK-induced ALDH suppression. Reports suggest that upregulation of C/EBPα contributes suppression of breast tumors through induction of apoptosis and inhibition of cell proliferation (Lourenço and Coffer, 2017). These tumor-suppressive effects may also correlate with repressing the transcription of *Aldh3a1*. However, further investigation is required to evaluate whether this CLOCK-induced ALDH suppression can be generalized to all types of cancer cells because the function of C/EBPα is altered by organs, differentiation state of cells, and transcriptional co-regulators (Lourenço and Coffer, 2017; Ossipow et al., 1993; Ramji and Foka, 2002).

The circadian clock genes are ubiquitously expressed throughout the body, generating circadian oscillations of numerous biological processes at the molecular level (Yoo et al., 2004; Zvonic et al., 2006). The molecular oscillations underlying the generation of circadian rhythms develop gradually during ontogenesis. Oscillation in the expression of clock genes is not detected in immature cells such as mouse embryonic stem (ES) cells and induced pluripotent stem (iPS) cells (Yagita et al., 2010). In particular, the expression of CLOCK is decreased in mouse embryos, and increasing CLOCK expression during development is considered to be important for normal differentiation (Umemura et al., 2017). We previously reported that oscillations of clock genes were dampened in ALDH-positive 4T1 cells compared with those in ALDH-negative cell populations (Matsunaga et al., 2018). In this study, we also observed a decrease in expression of CLOCK mRNA and protein in ALDH-positive 4T1 cells in vivo and in vitro, with lower expression decreasing E-box-mediated transcriptional activity. Increased CLOCK expression by lentiviral transduction enhanced oscillation of E-box-mediated reporter luciferase ﻿bioluminescence in ALDH-positive 4T1 cells. It is difficult to distinguish the role of CLOCK in the regulation of ALDH expression from its role in the molecular circadian machinery; however, dampened rhythm of clock gene expression in ALDH-positive 4T1 cells may contribute to their stem-like properties. Further studies are required to investigate the relationship between enhanced oscillation of circadian gene expression and attenuation of cancer malignancy.

The malignancy of CSCs is altered depending on their differential states (Bisson and Prowse, 2009; Campos et al., 2010; Xiong et al., 2017; Tampaki et al., 2017). The malignant properties of 4T1 cells were attenuated by transduction with CLOCK expressing lentivirus, resulting in decreased tumor growth of tumor-bearing mice. Some pluripotent markers, such as *Klf4*, *Nanog*, and *Myc,* have important roles in maintenance of the undifferentiated state of cancer cells (Jeter et al., 2011; Lathia and Liu, 2017; Lawson et al., 2015; Yu et al., 2011), negatively correlated with treatment outcomes in cancer patients (Cheng et al., 2018; Dong et al., 2014; Elbadawy et al., 2019; Rasti et al., 2018). In addition to pluripotent marker genes, enhanced expression of CLOCK in 4T1 cells altered the expression of genes to suppress EMT; this may explain the underlying mechanism of attenuation of invasive potential in enhanced CLOCK-expressing 4T1 cells. Cancer cells undergo EMT in response to different environmental conditions, causing a functional and phenotypical transition of polarized epithelial cells into mesenchymal cells. Mesenchymal transcriptional factors such as *Snail1* and *Twist1* promote CSC-like phenotypes, resulting in resistance to treatment, cancer recurrence, and metastasis (Liang et al., 2015; Mani et al., 2008; Ren et al., 2016). Increased levels of *Nanog* can also generate mesenchymal-like cells by repressing the expression of *E-cadherin* (Siu et al., 2013). The prevention of EMT by altered gene expression in enhanced CLOCK-expressing 4T1 cells may contribute to the attenuation of CSC-like properties. 4T1 cells are reported metastasize to lung, liver, brain, and bone (Pulaski and Ostrand‐Rosenberg, 2000). 4T1 is lung tropic cancer cells (Monteran et al., 2020); thus, metastatic colonies were detected mainly from lung in this study. Only few tumor colonies were detected except for bone at this stage. To evaluate the effect of CLOCK expression on metastatic capacities to multiple organs, further investigations are also needed to employ several cancer cells.

Reporter gene analysis revealed that the downregulation of CLOCK in ALDH-positive 4T1 cells is caused by post-transcriptional suppression through binding of miR-182 to the 3’UTR of *Clock* mRNA. miR-182 is associated with organ development, T cell differentiation, and cancer (Stittrich et al., 2010; Wei et al., 2015; Xu et al., 2007), and belongs to a polycistronic miRNA cluster with miR-96 and miR-183 located within a 4-kbp area in the murine genome (Wei et al., 2015). The sequence of miR-96 and miR-183 in the cluster was not affected by genomic deletion of miR-182, but their expression levels were compensatory increased in miR-182 KO 4T1 cell #1 (Figure 6—figure supplement 2). Despite an increase in miR-96 and miR-183 levels, the deletion of miR-182 increased the expression of CLOCK and decreased tumor growth. Hence, miR-182 plays a major role in tumor biology and the post-transcriptional regulation of CLOCK. The polycistronic cluster of miR-96/miR-182/miR-183 is highly conserved in sequence and functions between humans and mice, and also the 3’UTR sequence of human *CLOCK* gene around miR-182 binding site is highly conserved (Figure 7—figure supplement 3). High miR-182 levels in human breast tumor tissue correlate with poor prognosis (Chiang et al., 2013; Guttilla and White, 2009; Lei et al., 2014), which suggest clinical importance of miR-182 for cancer patient’s prognosis.

Patients with early breast cancers are considered to have a good prognosis; however, aggressive breast cancers, such as TNBCs, are more serious (Dent et al., 2007; Luo et al., 2013). BCSCs are possible therapeutic targets for better prognosis, but standard treatments targeting BCSCs are not available. The tumor microenvironment may be responsible for several malignant properties like recurrence, metastasis, and resistance to treatments (Acharyya et al., 2012; Meads et al., 2009; Shah et al., 2015), and studies reveal that these malignant properties are caused at the molecular level, with the interaction between BCSCs and the microenvironment also associated with tumor malignancy. Therefore, efforts to develop novel therapy targeting molecules responsible for the interaction between BCSCs and the microenvironment are underway. However, the complicated molecular interactions make drug development targeting BCSCs difficult; hence, a comprehensive understanding of BCSC biology is crucial for improvements in breast cancer therapy. The present study provides novel insights to attenuate cancer stemness by regulating the expression of circadian clock genes. The amino acid sequence and function of CLOCK are highly conserved among species; thus, similar effects can be expected in human malignant breast cancers. However, both tumor-promotional and tumor-suppressive relevance are existing between CLOCK expression and outcome (Figure 7—figure supplement 4). To assess the true relevance to patient prognosis, evaluation of CLOCK expression levels in CSCs may be needed.

Existing agents increasing the expression of CLOCK may be ineffective for the treatment of CSCs as they increase the levels of CLOCK protein through transcriptional activation (Solt et al., 2012; Sulli et al., 2018). Antisense oligonucleotides can be a powerful tool for targeting miRNAs, with high affinity to their target (Scharner and Aznarez, 2021). Several issues still exist for the development of these antisense therapeutics because of their pharmacokinetics and stabilities. Researches about novel drug delivery carriers and modified nucleotides is developing in this few decades to overcome these weaknesses (Saarbach et al., 2019; Vandghanooni et al., 2020). Using these technologies, selective targeting of the CLOCK 3’UTR as a novel treatment strategy for malignant breast cancers is needed in order to therapeutically activate the circadian clock genes in CSCs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Clock*	NCBI Gene Database	NCBI Gene: 12753	
Cell line (*Mus musculus*)	4T1	ATCC	Cat #: CRL-2539; RRID:CVCL_0125	
Cell line (*Homo sapiens*)	Lenti-X 293T	Clonetech	Cat #: 632180	
Transfected construct (*Mus musculus*)	miRDIAN Hairpin Inhibitor	Horizon Discovery	Cat #: IH-310436–08	
Antibody	Rabbit polyclonal anti-CLOCK	Abcam	Cat #: ab3517 RRID:AB_303866	WB (1:4000)
Antibody	Rabbit polyclonal anti-p84 (THOC1)	Proteintech	Cat #: 10920–1-AP RRID:AB_2202239	WB (1:1500)
Antibody	Goat polyclonal anti-E-Cadherin	R and D systems	Cat #: AF748 RRID:AB_355568	WB (1:1000)
Antibody	Rabbit polyclonal anti-Claudin 1	Proteintech	Cat #: 13050–1-AP RRID:AB_2079881	WB (1:2000)
Antibody	Mouse monoclonal anti-Vimentin	R and D systems	Cat #: MAB21052 RRID:AB_2832972	WB (1:1000)
Antibody	Goat polyclonal anti-Actin-HRP	Santa Cruz Biotechnology	Cat #: sc-1616	WB (1:5000)
Antibody	Mouse monoclonal anti-Ki-67	Agilent Technology	Cat #: M7240 RRID:AB_2142367	IHC (1:200)
Recombinant DNA reagent	pcDNA3.1(+) (plasmid)	Invitrogen	Cat #: V79020	
Recombinant DNA reagent	pGL4.18 (plasmid)	Promega	Cat #: E6731	
Recombinant DNA reagent	pGL4.13 (plasmid)	Promega	Cat #: E6681	
Recombinant DNA reagent	pRL-SV40 (plasmid)	Promega	Cat #: E2231	
Sequence-based reagent	Primer for sgRNA synthesis	This paper		CCTCTAATA CGACTCACT ATAGGCAAT GGTAGAACT CACACGTTT AAGAGCTAT GC
Sequence-based reagent	Mouse *Clock* promoter F	This paper	PCR primers for construction of reporter vector	ATACTCGAGA GGTCACTTG GGTCGT
Sequence-based reagent	Mouse *Clock* promoter R	This paper	PCR primers for construction of reporter vector	ATAAGATCT CCTTCCCCT CCTCCACG
Peptide, recombinant protein	Recombinant Cas9	Clontech	Cat #: Z2641N	
Peptide, recombinant protein	Recombinant Mouse TGF-β1	R and D systems	Cat #: 7666 MB	
Commercial assay or kit	ALDEFLUOR Kit	StemCell Technologies	Cat #: ST-01700	
Commercial assay or kit	Lipofectamine LTX and Plus Regent	ThermoFisher SCIENTIFIC	Cat #: 15338100	
Commercial assay or kit	Dual-Luciferase reporter assay system	Promega	Cat #: E1910	
Commercial assay or kit	ReverTra Ace qPCR RT Kit	Toyobo	Cat #: FSQ-201	
Commercial assay or kit	THUNDERBIRD SYBR qPCR Mix	Toyobo	Cat #: QPS-201	
Commercial assay or kit	Taqman MicroRNA Reverse Transcription Kit	Applied Biosystems	Cat #: 4366596	
Commercial assay or kit	Taqman MicroRNA Assay	Applied Biosystems	Cat #: 4427975	
Commercial assay or kit	Guide-it sgRNA in vitro transcription kit	Clontech	Cat #: Z2635N	
Commercial assay or kit	Lentiviral High Titer Packaging Mix with pLVSIN series	Takara bio	Cat #: 6952	
Commercial assay or kit	CellTiter-Glo Luminescent cell viability assay	Promega	Cat #: 7572	
Chemical compound, drug	6-Thioguanine	Fujifilm	Cat #: 203–03771	
Software, algorithm	BD FACS Diva	BD Biosciences	RRID:SCR_001456	
Software, algorithm	FlowJo	BD Biosciences	RRID:SCR_008520	
Software, algorithm	Lumicycle analysis software	Actimetrics		
Software, algorithm	ImageQuant LAS 3000	GE Healthcare	RRID:SCR_014246	
Software, algorithm	BZ analyzer software	KEYENCE	RRID:SCR_017205	
Software, algorithm	Off-Spotter	Thomas Jefferson University	RRID:SCR_015739	
Software, algorithm	JMP	Statistical Discovery	RRID:SCR_014242	
Other	Hoechst33342	Dojindo laboratories	Cat #: 346–07951	

### Cells and treatments

4T1 mouse breast cancer cells were purchased from American Type Culture Collection, and cultured under a 5% CO_2_ environment at 37°C in Roswell Park Memorial Institute (RPMI)−1640 medium supplemented with 10% FBS and 1% penicillin/streptomycin on two-dimensional (2D) CELLSTAR cell culture flasks (Greiner Bio-One, Monroe, NC) or synthetic three-dimensional (3D) scaffold biomaterials, Vecell 3D-inserts (Vecell Inc, Kitakyusyu, Japan). We confirmed that there was no microbial in this cell line using a TaKaRa PCR Mycoplasma Detection Set. We confirmed that cell lines were authenticated by ATCC using short tandem repeat (STR) PCR analysis, and these cell lines were used in less than 3 months from frozen stocks.

### Construction of expression and reporter vectors

Expression vectors for mouse BMAL1, CLOCK, CRYPTOCHROME1 (CRY1), PERIOD1 (PER1), PERIOD2 (PER2), and C/EBPα were constructed using cDNA generated from mouse liver RNA by RT-PCR. The coding regions were ligated into the pcDNA3.1(+) vector (Invitrogen; Life Technologies, Carlsbad, CA). MicroRNA expression vectors against mouse *Cebpα* gene were constructed using BLOCK-IT Pol II miR RNAi Expression Vector kit (Invitrogen), according to the manufacturer’s instruction. In order to construct reporter vectors, the mouse *Clock* gene promoter region spanning from −745 to −8 bp (the distance in base pairs from the putative transcription start site, +1) was also amplified by PCR, and the product was ligated into the pGL4.18 luciferase reporter vector (Promega, Madison, WI). The primer sequences used for amplification of the mouse *Clock* gene promoter region were as follows: forward primer, 5’-ATACTCGAGAGGTCACTTGGGTCGT-3’; reverse primer, 5’-ATAAGATCTCCTTCCCCTCCTCCACG-3’. The mouse *Aldh3a1* gene promoter region spanning from −2000 to +15 bp was also amplified by PCR, and the product was ligated into the pGL4.18 luciferase reporter vector (Promega). The primer sequences used for amplification of the mouse *Aldh3a1* gene promoter region were as follows: forward primer, 5’-ATACTCGAGAACCCTGGAGACTTTGTTCT-3’; reverse primer, 5’-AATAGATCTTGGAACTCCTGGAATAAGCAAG-3’.

The pGL4.13 reporter vector in which the mouse *Clock* mRNA 3’-untranslated region (3’UTR) was inserted downstream of the luciferase gene was also constructed. To prepare the reporter constructs containing varying lengths of the 3’UTR of the mouse *Clock* gene, the nucleotide immediately after the stop codon in exon 23 of the mouse *Clock* gene was defined as +1. The 3’UTR of the mouse *Clock* gene (+1 to +4522) was divided into four sections from bp +1 to +900 (*Clock* 3’UTR 1 st::Luc), from bp +901 to +1921 (*Clock* 3’UTR 2nd::Luc), from bp +1922 to +3600 (*Clock* 3’UTR 3rd::Luc), and from bp +3601 to +4522 (*Clock* 3’UTR 4th::Luc). Each section of the 3’UTR of the mouse *Clock* gene was amplified by PCR and then cloned downstream of the luciferase gene into the pGL4.13 reporter vector.

### Luciferase reporter assay

3 × E-box luciferase reporter vector (3 × E-box::Luc) and pRL-SV40 (Promega) as an internal-control reporter were transfected using lipofectamine LTX reagent according to the manufacturer’s instructions. Twenty-four hours after transfection, ALDH-positive (ALDH-high activity) and ALDH-negative (ALDH-low activity) cells were gated based on the ALDEFLUOR assay (StemCell Technologies, Vancouver, Canada) as described below. Collected cells were lysed and then subjected to the Dual-Luciferase reporter assay (Promega). The ratio of firefly to Renilla luciferase activities in each sample served as a measure of normalized luciferase activity.

### ALDEFLUOR assay

Dissociated single cells from cell lines were suspended in ALDEFLUOR assay buffer containing an ALDH substrate, bodipy-aminoacetaldehyde, at 1.5 µM, and incubated for 40 min at 37°C. A specific inhibitor of ALDH, diethylaminobenzaldehyde; DEAB, at a 10-fold molar excess, was used as negative control. Fluorescence-activated cell sorting (FACS; BD Biosciences, San Jose, CA) was performed for more than 1 × 10^6^ cells under low pressure in the absence of UV light. The data were analyzed by BD FACSDiva software V6.1.3 or FlowJo (BD Biosciences).

### Spheroid formation assay

The ability of cells to grow in an anchorage-independent manner was assessed to evaluate the spheroid formation. Cells were seeded in 10% FBS containing RPMI soft agar at a density of 5 × 10^3^ cells in 24-well plate. On day 7 after seeding, spheroid formation was assessed by staining with Hoechst33342 (Dojindo Laboratories, Kumamoto, Japan). The number and size of spheroid were measured by BZ analyzer (KEYENCE, Osaka, Japan).

### Real-time bioluminescence tracing

The bioluminescence of cultured 3 × E-box::Luc-expressing 4T1 cells was recorded using a real-time monitoring system (Lumicycle, Actimetrics, Wilmette, USA). The ALDH-positive populations of 3 × E-box::Luc-expressing 4T1 cells were cultured on spheroid forming condition, VECELL 3D inserts with 3D tumorsphere medium XF (PromoCell, Heidelberg, Germany). The 3D inserts were placed in 35 mm dishes and stimulated with 100 nM dexamethasone for synchronization of their circadian clocks. The amplitude of bioluminescence derived from 3 × E-box::Luc was calculated using the Lumicycle analysis software (Actimetrics).

### Quantitative RT-PCR analysis

Total RNA was extracted using RNAiso (Takara Bio Co., Ltd., Shiga, Japan) or ReliaPrep RNA Cell Miniprep System (Promega). cDNA was synthesized using a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan) and amplified by PCR. Real-time PCR analysis was performed on diluted cDNA samples using the THUNDERBIRD SYBR qPCR Mix (Toyobo) with the 7500 Real-time PCR system (Applied Biosystems, Tokyo, Japan). Primer sequences for amplification of target genes are listed in Supplementary file 1. For quantitation of miRNA, total RNA was reverse-transcribed by the Taqman MicroRNA Reverse Transcription Kit and Taqman MicroRNA Assay (Applied Biosystems). Data were normalized using *18* s and *β-Actin* mRNAs levels.

### Western blot analysis

Protein samples were prepared by CelLytic MT Cell Lysis Reagent (Sigma-Aldrich St. Louis, MO) supplemented with protease inhibitor cocktail, which contained 2 µg/mL of aprotinin, 2 µg/mL of leupeptin, and 100 µmol/L of phenylmethylsulfonyl fluoride. Then, 20 mg of the protein lysate was resolved by SDS–PAGE on 8% or 10% gels, transferred to polyvinylidene difluoride membranes, and probed with antibodies against Clock (ab3517; Abcam, Cambridge, UK), E-cadherin (AF748; R and D systems, Minneapolis, MN), Claudin1 (13050–1-AP; proteintech, Rosemont, IL), Vimentin (MAB21052; R and D systems), p84 (THOC1, 10920–1-AP; proteintech), and β-Actin (sc-1616; SantaCruz Biotechnology, Texas, TX). Specific antigen–antibody complexes were visualized using horseradish peroxidase–conjugated secondary antibodies and a chemiluminescence reagent. The membranes were photographed, and the density of each band was analyzed with an ImageQuant LAS 3000 (Fuji Film, Japan).

### Establishment of 4T1 cells stably expressing CLOCK

In order to establish stably CLOCK-expressing 4T1 cells, full-length mouse *Clock* cDNA was subcloned into lentiviral vectors under control of the EF1α promoter. Lentivirus particles were prepared by the Lentiviral High Titer Packaging Mix with pLVSIN series (Clonetech, Palo Alto, CA) with Lenti-X 293 T cell lines. 4T1 cells were infected with *Clock*-expressing lentivirus and maintained in medium containing 5 µg/mL of puromycin.

### Database analysis of *Aldh3a1* promoter region

To identify the repressor of *Aldh3a1* induced by enhanced CLOCK-expressing, 5’-upstream region of the mouse *Aldh3a1 *g*ene* was analyzed by JASPAR database. Binding score was set at 95%, and then candidates were narrowed down as follows: (Acharyya et al., 2012) candidates registered as transcriptional repressor, (Al-Hajj et al., 2003) candidates which have complete E-box element in promoter region and confirmed binding signal of CLOCK in ChIP-Atlas database, and (Anderson et al., 2011) candidates confirmed the binding signal in Aldh3a1 promoter region in ChIP-Atlas database.

### Invasion assay

For the collagen invasion assay, cells were seeded on a collagen-filled 3D Cell Culture Chip (AIM BIOTECH, Singapore) according to the manufacturer’s instructions. Culture medium containing 20 ng/mL of TGF-β was replaced every day. For the spheroid invasion assay, cells were embedded in vitrogel 3D (TheWell BIOSCIENCE, North Brunswick, NJ) containing 1 mg/mL of collagen type 1 at a density of 2 × 10^5^ cells/mL. Culture medium was replaced every 2 days. Approximately 1–2 weeks after seeding, cells were observed using the KEYENCE all-in-one microscope BZ-X800.

### Determination of growth rate of cultured cells

Cells were seeded at a density of 500 cells/well in 100 µL of culture medium in 96-well plates. The viability of cells was determined at 24 hr intervals after seeding of cells using ATP luminescent cell visibility assay kit (Promega). Growth rate was calculated dividing the change in cell viability against basal value (day 0).

### Animals and treatments

Five-week-old female Balb/c mice (Charles River Laboratory Japan, Inc; Yokohama, Japan) were housed under a standardized light–dark cycle at 24 ± 1°C and 60 ± 10% humidity with food and water ad libitum. Thirty microliters of medium containing 1 × 10^5^ of each 4T1 cells were implanted in the mammary fat pads or right hind footpads of mice. The tumor volume was estimated according to the following formula: tumor volume (mm^3^) = 0.5 × length (longest diameter) × width (shortest diameter)^2^. Six weeks after implantation of 4T1 tumor cells into the mice, the lungs were removed, rinsed, and fixed in Bouin’s solution to stain the tumor nodules. To isolate metastatic tumor colony in bone marrow, bone marrow cells were collected from mouse femora and treated with RBC lysis buffer (155 mM NH_4_Cl, 10 mM NaHCO_3_, 0.1 mM EDTA). Cells were suspended in RPMI medium, and cultured under a 5% CO_2_ environment at 37°C for 2 weeks. 60 µM of 6-thioguanine (6-TG) were added in culture medium to select 4T1 metastatic tumor cells. Tumor colonies were fixed with methanol, and then stained by 0.2% crystalbiolet for quantification. All experimental procedures were performed after approval and following the guidelines of Kyushu University.

### Immunohistochemical staining of Ki-67

To determine the index of tumor cell proliferation, immunohistochemical staining was performed using monoclonal antibody against Ki-67 (MIB1: M7240; Agilent Technology). Tumor tissues were removed from mice and fixed with 4% paraformaldehyde in PBS at 6 weeks after implantation. Paraffin-embedded tumor sections were deparaffinized and rehydrated through graded ethanol, followed by blocking endogenous peroxidase. Tumor sections subjected to heat-induced antigen retrieval and incubated with primary antibody. Specific antigen–antibody complexes were visualized using horseradish peroxidase–conjugated secondary antibodies with 3,3’-diaminobenzidine (DAB) solution and sections were counterstained with hematoxylin.

### Transcriptional and post-transcriptional assay of *Clock* mRNA

*Clock*::Luc or each *Clock* 3’UTR luciferase constructs was transfected using lipofectamine LTX reagent according to the manufacturer’s instructions. Twenty-four hours after transfection, ALDH-positive and ALDH-negative cells were gated based on the ALDEFLUOR assay (StemCell Technologies) as described above. Total RNA was extracted from collected cells, and then *Luciferase* mRNA levels were assessed by qRT-PCR to evaluate transcriptional or post-transcriptional regulation of *Clock* mRNA. To normalize transfection efficiency, the expression levels of *Neomycin phosphotransferase* (*Neo^r^*) derived from *Clock*::Luc vector was assessed in transcriptional assay. In post-transcriptional assay, the expression levels of *RLuc* mRNA derived from co-transfected pRL-SV40 vector (Promega) for normalization.

### mRNA microarray analysis

ALDH-positive and ALDH-negative 4T1 cells were prepared from cultured 4T1 cell. Total RNA was extracted from cells using a QIAGEN RNeasy Mini Kit (QIAGEN). The quality of the total RNA was checked using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). Then, 50 ng of total RNA of each gene was used for the labeling reaction with the one-color protocol of an Agilent Low-Input QuickAmp Labeling Kit (Agilent Technologies). Labeled RNA was hybridized to a 60K Agilent 60-mer SurePrint technology (SurePrint G3 Mouse Gene Expression 8 × 60K Microarray Kit version 2.0) according to the manufacturer's protocol. All hybridized microarray slides were washed and scanned using an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction software (version 9.5.1.1). Raw signal intensities and flags for each probe were calculated from hybridization intensities and spot information according to procedures recommended by Agilent. The raw signal intensities of two samples were log_2_-transformed and normalized using a quantile algorithm in the ‘preprocessCore’ library package of the Bioconductor software (http://www.bioconductor.org/). This produced a gene expression matrix consisting of 55,681 probe sets; differentially expressed genes between samples were selected using a Z-score of 2.0 or more and a ratio of 1.5-fold or more. 

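Epithelial genes, a list of junction, keratin, splicing and transcription factor genes, were the gene group with the most members higher in ALDH-positive 4T1 cells, among 24 gene lists written before the data were examined. Of 16 measured epithelial genes, 3 were higher, 15 had a log2 ratio above 0 and none was lower. *Cldn7* and *Cldn3*, which encode claudins of tight junctions, had log2 ratios of 0.85 and 0.78, and *Esrp1*, an epithelial splicing regulator, had 0.62 with both of its probes (error 0.20 each). *Ovol1* followed with 0.54 (error 0.22) and was not past the selection. The median of the epithelial genes was 0.34, at percentile 100 of the random lists, and 0.28 to 0.40 under the other processing choices.

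Other groups held single higher genes. *Wnt10a* was the only higher gene among the 8 measured members of a list of WNT targets that includes it, with signals of 1235 in ALDH-negative and 2043 in ALDH-positive cells and a log2 ratio of 0.73 (error 0.20). The group's median was 0.16, at percentile 90.5, with 0.31 for *Rnf43*, 0.27 for *Lef1* and 0.17 for *Sox9*. *Car9* was higher with 0.65 (error 0.20) among 15 hypoxia and glycolysis genes, of which 13 lay above 0 with a median of 0.17, at percentile 99.6. *Adm* had 0.57, *Ankrd37* 0.32 and *Bnip3* 0.31, with a median of 0.13 for the other *Bnip3* probes. *Lcn2* was higher with 0.79 (error 0.20) among 12 chemokines and inflammatory mediators, whose median was 0.15, at percentile 96.5, while *Ccl5*, *Il1a* and *Cxcl1* had 0.37, 0.33 and 0.21. *Il6* was well above background on 1 array only and was not past the selection. With only the members well above background on both arrays, the median of this group was 0.12, at percentile 89.9. *Dhrs3*, a retinaldehyde reductase, was higher with 0.87 (error 0.21) among 7 genes of the retinoic acid response, whose median was 0.14, at percentile 84.5. *Cyp26b1* had 0.93 with an error of 0.36 and was not past the selection. None of 13 interferon response genes was higher, but 12 lay above 0 with a median of 0.21, at percentile 97.7, led by *Ifit3* with 0.68 and *Usp18* with 0.63 (errors 0.22 and 0.21), then *Irf7* with 0.44 and *Oasl2* with 0.36. None of 22 proliferation genes was higher either, with 13 above 0, 9 below 0 and a median of 0.20 at percentile 100. The highest were 0.61 for *Aurkb*, 0.58 for *Cdk1*, 0.49 for *Aurka* and 0.45 for *Plk1*. The median of the other 2 *Cdk1* probes was 0.073, and the proliferation median was 0.061 over all probes of each gene, at percentile 84.3, and 0.058 outside the last eighth of the rows or columns of the array, at percentile 67.9.

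Over the whole array, 550 of 55681 probes were higher, of which 408 were measured and 171 were well above background in both populations. In simulated data, the same selection took 1048 of 55481 unchanged probes, against 550 higher and 1164 lower probes here. Among probes measured on both arrays it took 449 of 25703 unchanged ones, against 171 higher and 584 lower here. Many of the selected probes therefore need not differ between the populations. Among 13073 measured genes with a symbol, 157 were higher, 97 of them well above background in both populations. *Plekhs1* had the highest log2 ratio of these, 1.94 (error 0.23), with signals of 50.6 and 194. *Prom2*, which encodes prominin-2 of epithelial membrane protrusions, had 1.62 (error 0.21). *Cwh43* had 1.40, the sterol hydroxylase gene *Cyp46a1* and the collagen gene *Col9a1* had 1.36 each, and *Slc12a5* had 1.34, with 0.48 for its other probe. *Lilrb4a* had 1.34, *Bicdl2* and *S100a14* had 1.32 each, and the myosin gene *Myh14* and the tetraspanin gene *Tspan1* had 1.31 each. Signals below background in ALDH-negative cells gave bounds, of which the 4 largest were at least 12.0-fold for *Tas2r115*, 11.7-fold for *Vwa5b1*, 10.8-fold for *Krt36* and 6.67-fold for *Cts8*.

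The last eighth of the rows or columns of the array held 24.4% of the measured probes and 63.7% of the measured higher probes, among them *Prom2*, *Cyp46a1*, *Col9a1*, *Lilrb4a*, *Dhrs3*, *Lcn2* and the 4 genes given as bounds. Of the 12 genes with the largest log2 ratio, 8 had selected probes near them on the array, as did all 4 bounds. The count of higher probes was 290 outside that area, 235 with normexp background correction, 213 without background correction, 250 with only the probes well above background on both arrays and 1684 with a Z-score over all probes.

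**Figure D2:**
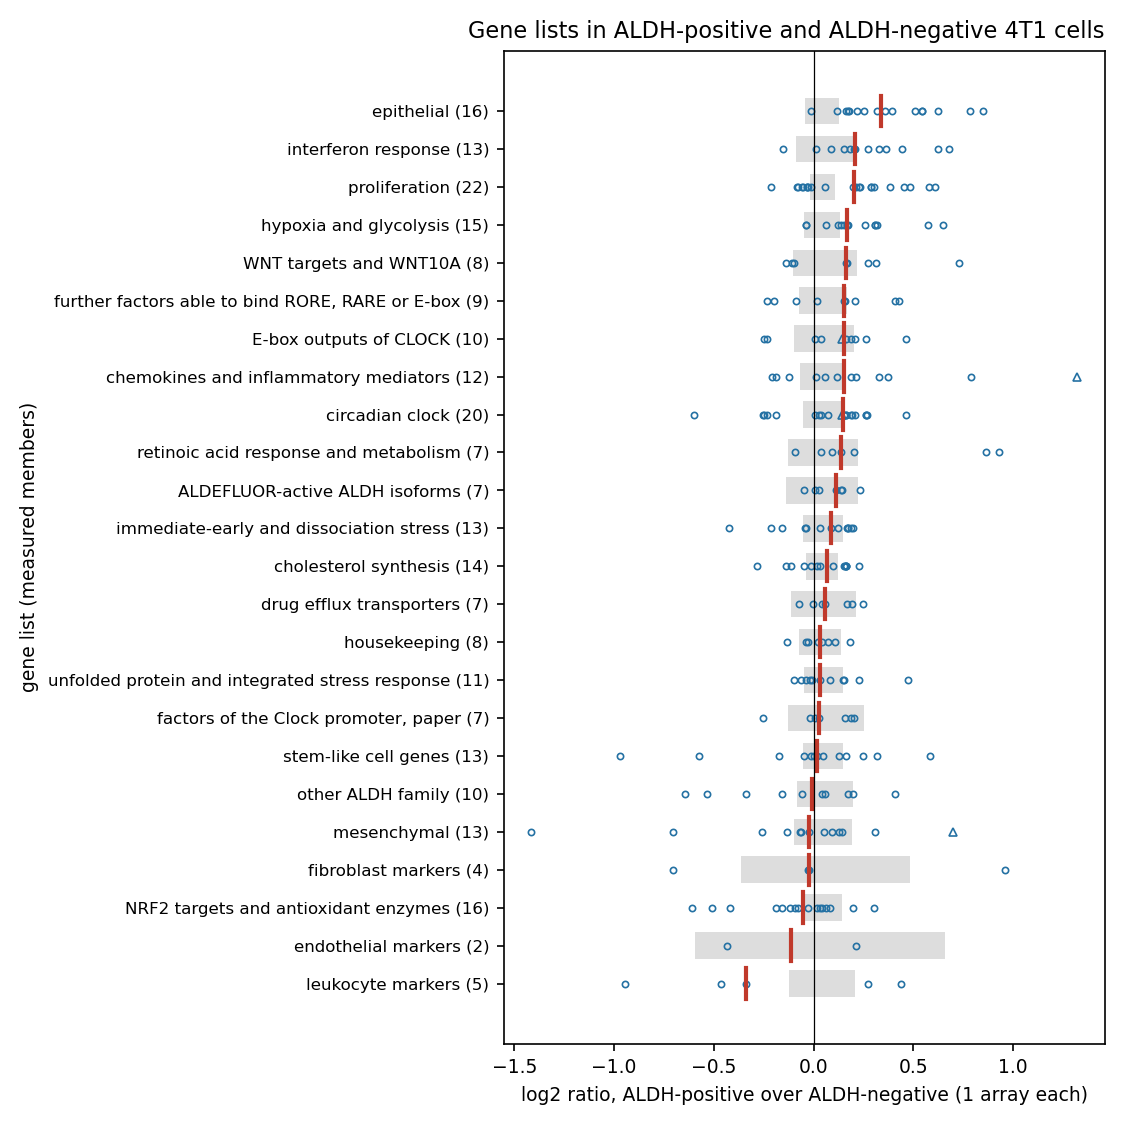
Log2 ratio of signals in ALDH-positive over ALDH-negative 4T1 cells (1 array each, horizontal axis) for the measured genes of 24 gene lists (circles, or triangles where 1 array was below background), with the list median (red bar), the range of the middle 95% of the medians of random lists (grey bar) and the number of measured genes in brackets. The epithelial median, 0.34, lies above its grey bar and the leukocyte median, -0.34, lies below its own.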

For downregulated genes, a Z-score of −2.0 or less and a ratio of 0.75 or less were used. 

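*Nanog*, a pluripotency gene that the paper counts among factors of stemness, was lower in ALDH-positive 4T1 cells on these arrays, with signals of 222 in ALDH-negative and 113 in ALDH-positive cells. Its log2 ratio was -0.97 (error 0.21), and it was the only lower gene of 13 measured stem-like cell genes. The markers *Klf4*, *Myc* and *Cd44* had log2 ratios of 0.045, 0.020 and 0.13 (error 0.20 each). *Lin28a* had 0.58, *Notch1* -0.57 and *Itgb3* 0.32 (errors 0.21, 0.21 and 0.20), with 0.082 for the other *Itgb3* probe, and none of the 3 was past the selection. The median of the stem-like cell genes was 0.020, at percentile 31.9 of the random lists.

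*Cat*, which encodes catalase, was lower with -0.51 (error 0.20) among 16 antioxidant and NRF2 target genes, but its other probe had 0.56. *Slc7a11* had -0.61, *Gpx2* -0.42 and *Nqo1* 0.30 (errors 0.21, 0.25 and 0.21). The median of this group was -0.052, at percentile 1.76, but 0.027 after a 75th percentile shift and 0.0060 over all probes of each gene, at percentiles 7.84 and 23.9. *Jun* was the only lower gene of 13 immediate-early and dissociation stress genes, with -0.42 (error 0.20), and *Dusp1*, *Hspa1a* and *Nr4a1* had -0.21, 0.20 and 0.19. The median of that group was 0.088, at percentile 81.0. *Aldh3b3* was lower with -0.64 (error 0.21) among 10 measured ALDH genes outside the ALDEFLUOR-active isoforms. In that group *Aldh1l1* had -0.53 (error 0.38), *Aldh6a1* 0.41 and *Aldh8a1* -0.34 (errors 0.21 and 0.22), and the median was -0.0063, at percentile 18.7, with either sign under the other processing choices.

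Only some markers of other cell types were measured, and some of these were bright. Signals in ALDH-negative and ALDH-positive cells were 7301 and 3795 for *Itgam*, and 7292 and 5394 for *Kdr*. The leukocyte markers not measured were below background on both arrays. These values do not show whether other cell types were present. Of 10 leukocyte markers 5 were measured, with a median of -0.34, at percentile 0.015. *Itgam* was lower with -0.94 (error 0.20), but its other probe had 0.38, and *Cd3e*, *Csf1r* and *Cd68* had -0.47, -0.34 and 0.44 (error 0.20 each). Of 6 endothelial markers 2 were measured, *Kdr*, which was lower with -0.43 (error 0.20), and *Pecam1* with 0.21 (error 0.31), and their median was -0.11, at percentile 28.2. Of 9 fibroblast markers 4 were measured, with a median of -0.024, at percentile 30.3. *Postn* was higher with 0.96 (error 0.22) and lay in the last eighth of the rows or columns of the array. *Col1a1* had -0.70 (error 0.33), *Pdgfra* -0.027 and *Col1a2* -0.020.

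Over the whole array, 1164 probes were lower, of which 817 were measured and 584 were well above background in both populations. As with the higher probes, many of these need not differ, since the selection also took simulated unchanged probes. Among the measured genes with a symbol, 243 were lower, 168 of them well above background in both populations. *Dnase2a*, which encodes a lysosomal DNase, had the lowest log2 ratio of these 168, -4.88 (error 0.20), with signals of 14544 and 492. The zinc transporter gene *Slc30a2* had -3.36 (error 0.29), *Zfp455* -3.07 (error 0.31) and the interferon gene *Ifna7* -2.52 (error 0.33). *Arl10*, *Capn12* and the anion exchanger gene *Slc26a4* had -2.30, -2.12 and -1.90. *Olfr1382*, *Gbf1* and *Prorp* had -1.76, -1.67 and -1.53, with -0.029 for the other *Prorp* probe, and *Fmr1nb* and *Plekha4* had -1.48 and -1.47. The 4 largest bounds, with signals below background in ALDH-positive cells, were at least 17.1-fold lower for *Sdr9c7*, 12.4-fold for *F5*, 11.2-fold for *Sec14l3* and 10.9-fold for *Ccdc27*.

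Of these 12 genes, all but *Dnase2a*, *Arl10*, *Slc26a4* and *Fmr1nb* lay in the last eighth of the rows or columns of the array, as did *F5*. Lying outside that area did not free a gene from selected neighbours. Of the 12 genes, 11 had selected probes near them on the array, with 8 for *Arl10*, and only *Prorp* had another measured probe. All 4 genes given as bounds had such neighbours, and none had another measured probe. The ratio limit was looser for lower than for higher probes, and the count of lower probes was 796 at the same limit both ways, 692 with normexp background correction, 679 without background correction, 661 with only the probes well above background on both arrays and 1765 with a Z-score over all probes.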

The full data have been deposited in National Center for Biotechnology Information gene expression omnibus (Accession#:GSE103598).

### miRNA microarray analysis

ALDH-positive and -negative 4T1 cells were separated by ALDEFLUOR assay as described above. Total RNA was extracted from cells using RNAiso. The quality of the total RNA was checked using an Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, USA). Then, 1000 ng of total RNA was hybridized, washed, and scanned by the Flash Tag Biotin HSR RNA Labeling Kit according to the manufacturer’s protocol. In total, 3163 miRNAs were scanned on the GeneChip miRNA 4.0 Array (Affymetrix, Santa Clara, CA) and data were analyzed by Affymetrix Transcriptome Analysis Console 3.0. Differentially expressed miRNAs between samples were selected by calculating ratios as follows: for upregulated miRNAs, a ratio of twofold or more; for downregulated miRNAs, a ratio of 0.5-fold or less. The full data have been deposited in National Center for Biotechnology Information gene expression omnibus (Accession#:GSE157655).

### Treatment of miR-182::hairpin inhibitor

Hairpin inhibitor of miR-182 (Horizon Discovery Ltd., Cambridge, UK) was transfected using Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s instructions. 48 hr after transfection, cells were harvested, and subjected to Dual-Luciferase reporter assay (Promega).

### Preparation of mmu-miR-182 knockout 4T1 cells

Genomic editing and knockout of miR-182 were performed using the CRISPR/Cas9 system. sgRNA targeting a proximal region of mmu-miR-182–5 p was constructed by the Guide-it sgRNA In Vitro Transcription Kit (Takara Bio). The primer sequence was as follows: 5’-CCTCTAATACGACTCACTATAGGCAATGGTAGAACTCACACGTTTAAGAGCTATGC-3’. Guide-it Recombinant Cas9 (Electroporation-ready) (Takara Bio) and sgRNA were co-transfected by electroporation, and single cells were seeded by FACS Aria. Each clone was cultured, and mutations in genomic DNA were detected by Sanger sequencing. Prediction of sgRNA off-target effects was performed using Off-Spotter (Pliatsika and Rigoutsos, 2015). Three bases of mismatches with sgRNA are detected in eight alleles, and any mutations were not confirmed in these alleles.

### Statistical and data analyses

JMP software was used to perform statistical analyses. The values presented are expressed as the mean with SD. All experiments were performed at least in triplicate. The significance of differences between two groups was analyzed by two-tailed Student’s t-tests while those with greater than two groups were analysis of variance (ANOVA), followed by Tukey–Kramer post hoc tests or Dunnett’s test. Equal variances were not formally tested. A 5% level of probability was considered significant. No statistical method was used to predetermine sample sizes; however, our sample sizes were similar to those reported in previous studies (Koyanagi et al., 2016; Matsunaga et al., 2018).

## Data Availability

The full data of microarray analysis have been deposited in National Center for Biotechnology Information gene expression omnibus (miRNA microarray, accession#:GSE157655; mRNA microarray, accession#:GSE103598). All data generated or analysed during this study are included in the manuscript and supporting files. Source data files of the quantitative data have been provided for all figures. The following previously published dataset was used: MatsunagaNOginoTHaraYTanakaTKoyanagiSOhdoS2018ALDH high or low cell in 4T1 cellNCBI Gene Expression OmnibusGSE103598

How the deposited data were processed for this re-analysis (not part of the article)

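The mRNA of 1 ALDH-positive and 1 ALDH-negative population of cultured 4T1 cells was measured on 1-colour Agilent SurePrint G3 Mouse GE 8 × 60K arrays. The authors labelled 50 ng of total RNA with Cy3, scanned both arrays and extracted intensities with Agilent Feature Extraction (9.5.1.1 in the paper and 10.7.1.1 in the scanner files). The scanner files give, for each of 62976 spots, a mean signal, a local background, a processed signal after background subtraction and its error, all in intensity units. The authors' deposited table gives 1 quantile-normalized intensity for each of 55681 probes on each array. Its columns follow the processed signals of their own array (correlation across probes 0.9999 each) and share 1 maximum, 436518, which is the mean of the maxima of both arrays, 425336 and 447701.

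From the processed signals, the 3671 control spots were left out, spots marked as population outliers (135 on the ALDH-negative and 116 on the ALDH-positive array) were left out, and the log2 signals of repeated spots were averaged. The log2 signals of the 55681 probes were then quantile-normalized over both arrays, with signals under 1 set to 1. No spot was saturated or marked as non-uniform. The median processed signal was 13.7 on the ALDH-negative and 15.9 on the ALDH-positive array, and the median background was 56 and 57. Probes printed 10 times and well above background, 237 and 242 on the arrays, had a median SD within the array of 0.059 and 0.048 (log2). The log2 signals of both arrays had a correlation of 0.984 across the measured probes, which are not independent replicates. The log2 ratios differed from those of the deposited table by a median of 0.00043 and at most 0.67.

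The selection followed the paper's methods: a Z-score of 2.0 or more with a ratio of 1.5 or more, or a Z-score of -2.0 or less with a ratio of 0.75 or less. The paper's text does not define the Z-score, so each log2 ratio was set against the mean and SD of the 250 probes on either side in mean log2 signal. Where a gene had 1 array below background, its fold was given only as a bound. Symbols came from a gene table of assembly GRCm38.p6 for the 27235 probes whose accession it holds, of which 2838 had another name in the array files, and from the array files otherwise. Probe positions are those of the array files, on assembly NCBI37.

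Comparisons were made between the 2 arrays without a test, a p-value or a replicate spread, since each population had 1 array. No paired analysis was possible because there was 1 array per population. The median log2 ratio of each of 24 gene lists was set among the medians of 10000 random lists of the same size, drawn with a fixed seed from measured genes in the same 20 bins of mean log2 signal, which describes these 2 arrays only. The lists were circadian clock genes, E-box outputs of CLOCK, the factors of the *Clock* promoter in Supplementary file 2, further factors able to bind RORE, RARE or E-box elements, ALDEFLUOR-active ALDH isoforms, other ALDH genes, stem-like cell genes, epithelial genes, mesenchymal genes, WNT targets and *Wnt10a*, the retinoic acid response, NRF2 targets and antioxidant enzymes, proliferation, hypoxia and glycolysis, the interferon response, the unfolded protein response, immediate-early and dissociation stress genes, drug efflux transporters, cholesterol synthesis, chemokines and inflammatory mediators, leukocyte, endothelial and fibroblast markers, and housekeeping genes. The lists, the selection, the named genes and the alternatives were set before the data were examined unless the closing section says otherwise. The genes named in the text are those the paper names, the 12 genes with the largest and the 12 with the smallest log2 ratio among selected genes well above background on both arrays, the 4 largest bounds on each side, and up to 4 members of each list, selected genes first and then those farthest from 0. Not every gene that this rule covers is printed. The values of the 8 genes of Supplementary file 2 were seen before this choice. Mitotic and replication genes outside the proliferation list formed 2 more lists, written after the members of the proliferation list were seen.

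Each result was recomputed with a 75th percentile shift in place of quantile normalization, with normexp background correction (offset 50), without background correction, from the deposited table and from only the probes well above background on both arrays. The selection was repeated with 100 and 500 probes on either side and with a Z-score over all probes, and the gene values with the median over all measured probes of a gene. The last eighth of the rows or columns of the array was left out in an alternative added later, and another used a ratio limit of 1.5 both ways. Genes with miR-182 sites were not analysed here, since the reference used gives no 3' untranslated regions.

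The processing was tested on simulated data with the signals of these arrays and a spread of log2 ratios taken from the probes of similar signal. Of 50 probes changed by a 2-fold higher signal 44 were selected, as were 44 of 50 changed by a 2-fold lower signal, 50 of 50 at 4-fold higher and 49 of 50 at 4-fold lower. Of 55481 unchanged probes, 1048 (1.89%) were selected. Of 200 unchanged lists of 16 genes 2.5% lay outside the range of the random lists, and of 200 lists shifted by 0.3 (log2) 99.5% lay above it. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for the normexp correction.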

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

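The tests of scaling and of the ratio limits on the counts of lower and higher probes, the tests of the positions of higher probes, and the values outside the last eighth of rows or columns were chosen after the patterns were seen.

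The 16 measured epithelial genes had a median log2 ratio of 0.34 in ALDH-positive over ALDH-negative cells, above the middle 95% of the medians of matched random lists (-0.043 to 0.13), in a gene group for which the paper reports no array values. The tables argue against scaling of the brighter ALDH-positive array, since the lowest median over the scaling and background choices still lay 0.24 above that of all measured genes. Error of single probes stays open. The other probes of 6 of these genes had a median of 0.17 with a 95% bootstrap interval from -0.0099 to 0.47. The probes that stand for these 6 genes had 0.23. The list median over all probes of each gene was 0.34, at percentile 100. Since only 6 of the 16 genes had another probe, and *Cldn7* and *Cldn3* had none, that median says little about probe error. A biological difference in these genes between the populations also stays open and untested, as does a difference between the sorted samples other than ALDH activity.

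More measured probes were lower (817) than higher (408) in ALDH-positive cells, but the selection admits lower probes at a ratio of 0.75 and higher probes only at 1.5. At a ratio of 1.5 both ways there were 626 lower and 408 higher measured probes, 1.53 to 1 (95% Wilson interval 1.35 to 1.74, counting error only), while with a Z-score over all probes there were 564 and 590, but among the probes well above background on both arrays these were 393 and 171, and 92 and 57. Scaling of the brighter array stays open, since at the same limit both ways the ratio fell to 1.28 with a 75th percentile shift. Among the probes well above background on both arrays it fell from 2.30 to 1.76 with that shift, so lower probes still outnumbered higher ones. Over all measured probes, the ratio of 1.53 rose to 1.57 with normexp, 1.65 without background correction and 1.88 with only probes well above background on both arrays. It fell to 1.46 with the narrower and 1.49 with the wider Z-score window, and to 0.956 with a Z-score over all probes. Stray brightness of single spots on the ALDH-negative array also stays open, since of 217 genes with a lower probe well above background on both arrays, 105 had another measured probe, with a median log2 ratio of -0.053 (95% bootstrap interval -0.087 to -0.0059) against -0.67 for the selected probes, but the other probes of 35 genes with a higher probe had 0.099 against 0.86, a like shrinkage in the opposite direction. A blemish was not excluded either. Of the measured lower probes, 58.3% had another within 3 rows and columns, against 45.9% after shuffling positions, a ratio of 1.27. At the paper's unequal limits, 516 lower and 148 higher measured probes lay outside the last eighth of rows or columns. Of the measured probes in that area 4.31% were lower, against 2.39% elsewhere, and it held 63.7% of the higher ones. Leaving the area out removed lower as well as higher probes, so these counts cannot decide on a blemish. A biological difference was not tested.

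The measured higher probes lay close together on the array, 67.2% of them with another within 3 rows and columns against 26.9% (21.4% to 32.0%) after shuffling positions, a ratio of 2.502, which argues against error of single probes independent of their position. The last eighth of rows or columns held 260 of the 408, 3.73% of the measured probes there against 0.685% elsewhere. A blemish covering part of an array was tested on genes with a higher probe well above background on both arrays. Where that probe lay in the last eighth of rows or columns, the other measured probes of 13 genes had a median log2 ratio of 0.057 (95% bootstrap interval -0.067 to 0.26), and where it lay elsewhere those of 22 genes had 0.12 (0.025 to 0.48). The intervals overlap, so this comparison of few genes cannot decide on a blemish, which stays open. The shares of 3.73% and 0.685% do show that higher calls depended on position on the array. No biological explanation of the positions was tested.

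A further 5 gene groups for which the paper reports no array values lay outside the range of their random lists, and no explanation of their medians was weighed here. A hypothesis raised by members of the proliferation list, on cells in G2 and mitosis, is given under the other observations. NRF2 targets and antioxidant enzymes had a median log2 ratio of -0.052 (range of random lists -0.043 to 0.14), but lay inside the range with the opposite sign after a 75th percentile shift (0.027, percentile 7.84) and over all probes of each gene (0.0060, percentile 23.9). Proliferation genes had 0.20 (range -0.020 to 0.11), but lay inside it over all probes of each gene (0.061, percentile 84.3) and outside the last eighth of rows or columns (0.058, percentile 67.9). Hypoxia and glycolysis genes had 0.17 (range -0.046 to 0.13). Interferon response genes had 0.209 (range -0.086 to 0.207), and lay at percentile 97.48, just inside, with only probes well above background on both arrays. Leukocyte markers had -0.34 over 5 genes (range -0.12 to 0.21), and the *Itgam* probe behind the lowest value was not matched in direction by the other *Itgam* probe. Random lists leave 1 in 20 lists outside such a range.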

How the results depend on the processing

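The results outside the last eighth of rows or columns, the same ratio limit both ways, the alternatives for the *Clock* Z-score and for the counts of measured probes, and those of the mitotic and replication genes were chosen after the data were seen.

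The *Clock* log2 ratio was below 0 in all 6 alternatives run for it, from -0.60 to -0.47, and none of the 7 factors of the *Clock* promoter passed the selection in any of 8. All 6 used the same *Clock* spot on each array. With 1 *Clock* probe the median over all probes could not differ. The deposited table and the filter on both arrays gave -0.60 again, so these 6 are not independent checks. The *Clock* Z-score kept its side of the limit in 5 alternatives and missed it with a 75th percentile shift (-1.98), with 100 probes on either side (-1.90) and with a Z-score over all probes (-0.96).

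Of 550 higher and 1164 lower probes in the main processing, 170 and 583 were among the 250 and 661 found with only probes well above background on both arrays, where probes on 1 array drop out. Normexp background correction gave 235 and 692, of which 235 and 650 were shared with the main processing, and no background correction gave 213 and 679, of which 213 and 648 were shared. A Z-score over all probes gave 1684 and 1765. Outside the last eighth of rows or columns there were 290 higher probes, and at a ratio of 1.5 both ways 796 lower ones. Measured higher probes came to 235, 213, 250 and 148 with normexp, no background correction, the filter and that area left out, and measured lower probes to 516 without the area. Of the higher and lower probes, 285 and 312 were shared between the main processing and the Z-score over all probes.

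Of the gene list medians under alternatives, 172 stayed within their bootstrap spread, 18 moved and 2 reversed, where a reversal was counted only for lists outside the range of random lists. With a 75th percentile shift the stem-like median was 0.12, mesenchymal -0.12, NRF2 0.027 (reversed), hypoxia 0.25, interferon 0.28, unfolded protein response 0.13, cholesterol 0.15, housekeeping -0.052, mitotic 0.36 and replication -0.085. With normexp and without background correction, circadian clock genes had 0.064 and 0.067, E-box outputs 0.071 and 0.072, and ALDEFLUOR-active isoforms -0.0050 and 0.043. Of the medians that moved, those of housekeeping genes and, with normexp, of ALDEFLUOR-active isoforms also changed sign. With all probes of a gene, factors of the *Clock* promoter had 0.17, NRF2 targets 0.0060 (reversed), proliferation 0.061 and efflux transporters 0.14. Outside the last eighth of rows or columns the factors had 0.16 and proliferation 0.058, and chemokines and the further factors moved to percentiles 97.8 and 97.6 of their random lists. The further factors lay lower, at 72.6 with a 75th percentile shift, 87.3 with normexp and 89.0 without background correction. For single named genes, 710 values stayed within the error, 90 moved and 1 reversed, *Cat* at 0.026 over both of its probes, which differ in sign. Most of the moves came with the background choices, 39 with normexp and 42 without background correction. Apart from the counts with fewer probes and *Cat*, the cause was not tested. The test of miR-182 site genes was not run. Signal over background limits the dim genes: *Rorb*, *Aldh1a1* and *Aldh1b1* had signals under 25.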

Differences from the paper's values

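The paper's Z-score for *Nr1d2* in Supplementary file 2 is -0.0205, and the value here was 0.077. None of the 8 alternatives set before the data were examined gave the paper's sign: the Z-score was 0.11 with a 75th percentile shift, 0.068 with normexp, 0.058 without background correction, 0.077 from the deposited table and from the probes well above background on both arrays, 0.12 and 0.032 with 100 and 500 probes on either side, and 0.012 over all probes. The gene was not past the selection in any of them, nor in the paper.

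The samples and assay of this comparison are unlike: the paper's statement is about mRNA in 4T1 cells beside its CLOCK transduction experiment, and the values here come from arrays of sorted cells. The paper states that, of the ALDH isoforms active in the assay, only *Aldh3a1*, *Aldh3a2*, *Aldh3b1* and *Aldh5a1* were detected in 4T1 cells. These 4 were well above background on both arrays here, with signals in ALDH-negative cells of 2588, 536, 221 and 2341. So were *Aldh2*, with signals of 6244 in ALDH-negative and 6275 in ALDH-positive cells, and, close to background, *Aldh1a1* with 17.8 and 19.6 and *Aldh1b1* with 19.1 and 21.0. *Aldh2* was named after its values were seen.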

Other observations

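The lists of mitotic and replication genes were written after the members of the proliferation list were seen, and their alternatives were added then.

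Within the proliferation list, the genes of mitosis other than *Cenpa* (-0.013, named after its value was seen) had log2 ratios above 0 and those of DNA replication did not, which raised the hypothesis that the ALDH-positive sample held a larger share of cells in G2 and mitosis. It was tested on genes outside that list. The 25 mitotic genes had a median of 0.28, with 23 of 25 above 0, at percentile 100 of the random lists (range -0.025 to 0.11), and *Ccnf* (0.70) and *Kif2c* (0.59) were higher, both named after their values were seen. The 26 replication genes had a median of -0.15, with 22 of 26 below 0, at percentile 0 (range -0.017 to 0.11). Over 7 alternatives the mitotic median ran from 0.27 to 0.36 and the replication median from -0.18 to -0.085. A larger share of cells in G2 and mitosis among ALDH-positive cells may contribute to these values, a hypothesis that rests on 1 array per population and on genes read after the pattern was seen in related ones.

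Of 9 ALDEFLUOR-active ALDH isoforms 7 were measured and none was higher or lower in the cells sorted for ALDH activity. Their median log2 ratio was 0.11, at percentile 77.3, and -0.0050 with normexp. *Aldh5a1* had 0.23 (error 0.20), *Aldh1a1* and *Aldh1b1* 0.14 each (errors 0.37 and 0.38), *Aldh3b1* 0.11 (error 0.21), *Aldh3a1* 0.025 and *Aldh3a2* -0.049 (error 0.20 each), and a second *Aldh3a1* probe had 0.62. *Cebpa* had 0.054 (error 0.33).

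None of 13 measured mesenchymal genes was higher or lower. Their median was -0.020, at percentile 16.3, with either sign under the alternatives, and -0.12 at percentile 2.43 after a 75th percentile shift, which is below the middle 95% of the random lists. *Cdh2* had -1.42 (error 0.33), *Fn1* 0.31, *Twist1* -0.26, *Snai1* 0.14 and *Vim* -0.13 (error 0.20 each). *Cdh1* had 0.17 (error 0.20), and *Cldn1* was below background on both arrays.

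No gene of the 4 groups that follow was higher or lower. Of 11 unfolded protein response genes, *Chac1* had 0.47 and *Ddit3* 0.23 (error 0.20 each), and the median was 0.031, at percentile 39.5. For 7 drug efflux transporters, with 0.25 for *Abcg2* (error 0.20), the median was 0.058, at percentile 54.3. For 14 cholesterol synthesis genes, with -0.28 for *Insig1* (error 0.20), it was 0.067, at percentile 73.1. For 8 housekeeping genes, with 0.18 for *B2m*, -0.13 for *Ppia* and 0.074 for *Gapdh* (error 0.20 each), it was 0.032, at percentile 48.9, and -0.052 with a 75th percentile shift. The first 2 of these medians also had either sign under the alternatives.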
